# Macrophage-Mediated Bone Formation in Scaffolds Modified With MSC-Derived Extracellular Matrix Is Dependent on the Migration Inhibitory Factor Signaling Pathway

**DOI:** 10.3389/fcell.2021.714011

**Published:** 2021-09-21

**Authors:** Moyuan Deng, Jiulin Tan, Qijie Dai, Fei Luo, Jianzhong Xu

**Keywords:** mesenchymal stem cells, macrophages, extracellular matrix, osteogenic differentiation, migration inhibitory factor, osteoimmunological microenviroment

## Abstract

The positive role of macrophages in the osteogenesis of mesenchymal stem cells (MSCs) has been a recent research focus. On the other hand, MSCs could carefully regulate the paracrine molecules derived from macrophages. Human umbilical cord mesenchymal stem cells (hucMSCs) can reduce the secretion of inflammatory factors from macrophages to improve injury healing. hucMSC-derived extracellular matrix (hucMSC-ECM) has the similar effect to hucMSCs, which could combat the inflammatory response of macrophages. Additionally, MSC-derived extracellular matrix also enhanced bone regeneration by inhibiting osteoclastic differentiation of monocyte/macrophage lineage. However, whether hucMSC-ECM could improve bone formation by guiding macrophage-induced osteogenic differentiation of MSCs is unknown. Here, we present decalcified bone scaffolds modified by hucMSC-derived extracellular matrix (*DBM-ECM*), which maintained multiple soluble cytokines from hucMSCs, including macrophage migration inhibitory factor (MIF). Compared with DBM, the *DBM-ECM* scaffolds induced bone formation in an improved heterotopic ossification model of severe combined immunodeficiency (SCID) mice in a macrophage-dependent manner. Macrophages cocultured with *DBM-ECM* expressed four osteoinductive cytokines (BMP2, FGF2, TGFβ3 and OSM), which were screened out by RNA sequencing and measured by qPCR and western blot. The conditioned medium from macrophages cocultured with *DBM-ECM* improved the osteogenic differentiation of hBMSCs. Furthermore, *DBM-ECM* activated CD74/CD44 (the typical MIF receptors) signal transduction in macrophages, including phosphorylation of P38 and dephosphorylation of c-jun. On the other side, the inhibitory effects of the *DBM-ECM* scaffolds with a deficient of MIF on osteogenesis *in vitro* and *in vivo* revealed that macrophage-mediated osteogenesis depended on MIF/CD74 signal transduction. The results of this study indicate that the coordinated crosstalk of macrophages and MSCs plays a key role on bone regeneration, with an emphasis on hucMSC-ECM constructing a macrophage-derived osteoinductive microenvironment.

## Introduction

Large bone defects healing requires implants to achieve the classic stages of endochondral ossification and bone tissue regeneration, which caused by trauma, spinal injury, osteitis and tumor resection. In this mode of bone regeneration, the repair is initiated by the infiltration of immune cells, particularly macrophages. In addition to phagocytosing necrotic cells and tissue debris, macrophages initiate the recruitment of mesenchymal stem cells (MSCs) and other progenitor cells (Pajarinen et al., 2019). MSCs and other progenitor cells differentiate to form granulation tissue and ultimately form cartilage calli for bone regeneration (Pajarinen et al., 2019). The differentiation of MSCs and the subsequent formation of bone are regulated by the microenvironment. Recently, in addition to recruiting MSCs, it has been determined that macrophages play a key role in the osteogenic differentiation of MSCs and the maintenance bone tissue homeostasis (Niu et al., 2017). However, how macrophages improve bone formation remains unclear. And how to construct a macrophage-induced osteogenic microenvironment for MSCs remains unknown.

Mesenchymal stem cells (MSCs) have a good immunomodulatory ability, especially for macrophages (Swartzlander et al., 2015). MSCs derived from umbilical cord Wharton’s jelly (hucMSCs) are regarded to be significantly superior to those derived from bone marrow and adipose tissue due to their non-invasive tissue sources and, most importantly, increased immunomodulatory properties (Zhao et al., 2010; Wang et al., 2015). As MSC-derived extracellular matrix has the similar nature to native cells, the extracellular matrix of hucMSCs (hucMSC-ECM) also achieves immunomodulatory potency in combating macrophage-derived inflammation (Deng et al., 2020). Additionally, extracellular matrix or vesicles derived from MSCs inhibited the osteoclastic differentiation of monocyte/macrophage and this demonstrated that MSC-derived ECM or vesicles could improve bone formation by inhibiting osteoclastogenesis (Li et al., 2018; Hu et al., 2020). On the other hand, whether hucMSC-ECM could improve bone formation by conducting macrophage-induced osteogenic differentiation of MSCs needs to be investigated. Recent studies showed that macrophages or monocytes in a co-culture with MSCs could increase bone formation, which was mediated by Oncostain M(OSM) secreted by monocytes (Pajarinen et al., 2019). Based on hucMSC-ECM has a similar effect to hucMSCs, it is logical to hypothesize that hucMSC-ECM might induce some osteoinductive cytokines expressed by macrophages, and these cytokines improved osteogenesis of MSCs and bone formation.

The aim of this study was to investigate whether bone regeneration of hucMSC-ECM is mediated by macrophages. Firstly, the characterization of scaffolds modified by hucMSC-derived ECM was examined. Next, the role and mechanism of hucMSC-ECM on expression of macrophage-derived paracrine osteogenic molecules were estimated. Lastly, the efficacy of hucMSC-ECM on macrophage-mediated osteogenic differentiation of bone marrow MSCs (BMSCs) and bone regeneration in improved heterotopic ossification model of severe combined immunodeficiency (SCID) mice were investigated (Figure 1).

**FIGURE 1:**
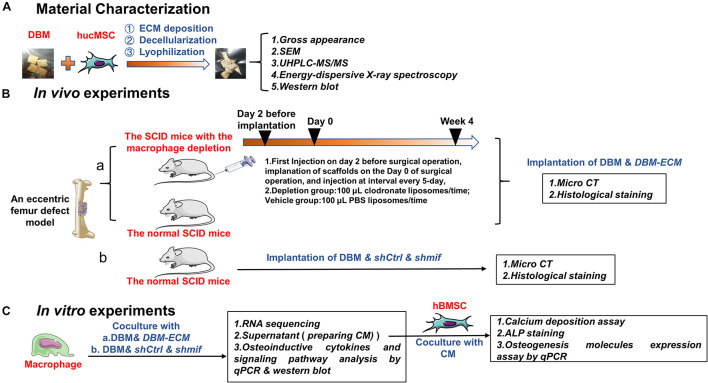
Schematic diagram of the experiments assessing macrophage-mediated bone formation of *DBM-ECM in vivo* and *in vitro*. **(A)** Material preparation and characterization. **(B)** *In vivo* experiments assessing the role of macrophages in ECM-induced bone formation **(a)** and the effect of the MIF signaling pathway on macrophage-mediated bone formation **(b)**. **(C)** *In vitro* experiments investigating the role of conditioned media of macrophages on osteogenesis of hBMSCs and the mechanism of macrophage-mediated osteogenesis of MSCs induced by ECM.

## Materials and Methods

### Cell Culture

hucMSCs and hBMSCs were purchased from Cyagen (Cyagen Biosciences Inc., Guangzhou, China). MSCs were cultured in DMEM/F12 (HyClone, GE Healthcare Life Sciences, United States) with 10% fetal bovine serum (FBS; HyClone, United States) and 1% penicillin-streptomycin (HyClone). Passage 3-5 hucMSCs were used for the preparation of scaffolds. Passage 3-6 hBMSCs were used for osteogenic differentiation. The human monocytic cell line THP-1 (Shanghai Cell Bank, Chinese Academy of Sciences, China) was maintained in RPMI 1640 medium (HyClone, United States) supplemented with 10% FBS as previously described (Shiratori et al., 2017). THP-1 cells (5 × 10^5^/mL) were differentiated into macrophages with 50 ng/mL PMA (Sigma, United States) for 48 h and cultured in RPMI 1640 medium supplemented with 10% FBS without PMA. Cells were cultured at 37°C with 5% CO_2_.

### Preparation of Scaffolds

Demineralized bone matrix (DBM) (3 mm × 3 mm × 3 mm) was prepared with OX cancellous bone (Chongqing Datsing Bio-Tech Co., Ltd, Chongqing, China). DBM scaffolds were seeded with hucMSCs and cultured in complete medium for 12 days, rinsed with PBS, flash frozen in liquid nitrogen for 10 min, thawed in a 37°C water bath with shaking at 60 rpm for 20 min, rinsed with PBS, frozen at −80°C overnight, and freeze-dried to prepare the *DBM-ECM*. To assess the effect of MIF (macrophage migration inhibitory factor) in the *DBM-ECM* scaffolds on macrophage-mediated bone formation, *DBM-ECM*, *shCtr*l and *shmif* were prepared. The *DBM-ECM* with a deficient of MIF expression was used. Lentiviruses carrying short hairpin RNA (shRNA) were transfected into hucMSCs. hucMSCs were cultured in DMEM/F12 medium supplemented with mif shRNA or non-silencing shRNA (OBIO Technology Co., Ltd., Shanghai, China) for 24 h, and then the culture medium was changed to complete culture medium supplemented with 2.5 pM puromycin amino nucleoside (Sigma, Saint Louis, MO, United States) to eliminate untransfected cells. The cells transfected with mif (*shmif*) or the control (*shCtrl*) shRNA were used to prepare the *DBM-ECM*.

### Scanning Electron Microscopy (SEM) Analysis

Scaffolds were fixed with glutaraldehyde, dehydrated in a gradient ethanol, and sealed with tert-butyl alcohol. The scaffolds were then sprayed with gold and examined using a scanning electron microscope (Crossbeam 340; ZEISS, German) with an accelerating voltage of 1 kV and a working distance of 4–6 mm.

### Elemental Distribution

Scaffolds were determined using energy-dispersive X-ray spectroscopy at an electron acceleration voltage of 5 kV (Deng et al., 2020).

### UHPLC-MS/MS

The total protein of scaffolds (DBM and *DBM-ECM*) was extracted with 250 μL RIPA lysis buffer (Beyotime, Jiangsu, China). Protein samples were digested and assessed by LC-MS/MS (LTQ Orbitrap Velos Pro, Thermo Fisher), and data analysis was performed as previously described (Yin et al., 2014).

### Animal Model and Macrophage Depletion

All animal care and experimental protocols complied with the Animal Management Rule of the Ministry of Public Health of China (documentation 55, 2001). Ten-week-old SCID mice weighing approximately 20 ± 2 g from the Animal Experiment Center of Southwest Hospital of China were used to prepare the unilateral femoral eccentric femoral defect model. To analyze the role of macrophages in scaffold-induced bone formation, SCID mice were divided into the following two sets: those that received selective macrophage depletion and those that did not receive macrophage depletion. The method of using clodronate liposomes to deplete macrophages is well established (Cho et al., 2014; Wu et al., 2014). Forty-eight hours before surgery, depletion of the macrophages was induced by intravenous injection of 100 μL clodronate liposomes (5 mg/mL) into the tail vein (Schlundt et al., 2018). Clodronate liposome injection was repeated every 5 days to target the different phases of the bone healing process. The surgical procedure was performed as previously described (Luo et al., 2016). Mice were randomly assigned to the following two groups: the DBM group (*n* = 6 for normal mice and *n* = 6 for macrophage-depleted mice) and the *DBM-ECM* group (*n* = 6 for normal mice and *n* = 6 for macrophage-depleted mice). To estimate the role of MIF in the macrophage-mediated bone formation ability of hucMSC-ECM, mice were also randomly assigned to the following three groups: the DBM group (*n* = 6), the *shCtrl* group (*n* = 6) and the *shmif* group (*n* = 6). Bone formation was assessed by micro-CT detection and Masson’s staining at harvesting at postoperative week 4.

### Micro CT

New bone formation at week 4 was evaluated with micro-CT (Skyscan 1272, Antwerp, Belgium). The retrieved femora with muscles removed were fixed in 4% paraformaldehyde and scanned as previously described (Deng et al., 2020). The data were subsequently analyzed and imaged using CT Analyser software (version 1.16.1.0, Skyscan1272, Bruker Microct, Kontich, Belgium). 3-D pictures were created with CTvox software (version 3.2.0r1294, Skyscan1272, Bruker Microct). Relative bone volume per tissue volume (BV/TV), trabecular number (Tb. N), and bone mineral density (BMD) (0.25 g/cm^3^ CaHA of BMD phantom) were calculated for each scaffold using CTvox software (version 3.2.0r1294, Skyscan, Antwerp, Kontich, Belgium).

### Histochemistry Assessment

The scaffolds were retrieved 4 weeks postoperatively. The muscle and soft tissue were removed. Next, the scaffolds and regenerated tissue were fixed in 4% buffered paraformaldehyde, decalcified in 4% EDTA solution, embedded in paraffin and sectioned at 4–6 mm thickness. The slides were used for Masson’s trichrome staining.

### Osteogenesis-Related Assays *in vitro*

***Preparation of conditioned media (CM)*:** THP-1 cells (5 × 10^5^/mL) were seeded in 6-well plates and differentiated into macrophages; next, scaffolds cut into small pieces were added. After 2 days of induction, the medium derived from the DBM and *DBM-ECM* groups was harvested and centrifuged at 2,000 × *g* for 10 min to collect the supernatant. The conditioned medium was the DMEM/F12 mixed with the collected supernatant at a ratio of 1:1 containing 10% FBS,100 nM dexamethasone, 50 nM ascorbic acid, and 10 nM β-sodium glycerophosphate (Solarbio, Beijing, China), which was stored at −80°C for subsequent experiments (Chen et al., 2014).

***Calcium deposition assay***: To assess calcium nodule formation and calcium deposition, hBMSCs were cultured with CM for 14 days. The cells were fixed and stained with 1% Alizarin red solution (Cyagen, Guangzhou, China). For the quantitation of calcium deposition, Alizarin red binding with calcium nodules was desorbed by 10% cetylpyridinium chloride (Aladdin, Shanghai, China), and OD measurements were obtained at a wavelength of 570 nm (Li et al., 2019).

***ALP staining***: After 10 days of incubation, hBMSCs were fixed and stained with an alkaline phosphatase assay kit (Beyotime, Jiangsu, China). ALP expression was observed by microscopy (Ma et al., 2019).

### RNA Sequencing

THP-1 cells (5 × 10^5^/mL) were seeded in 6-well plates, differentiated into macrophages, and incubated with DBM and *DBM-ECM* scaffolds for 3 to 7-day. Cells were collected for RNA sequencing. Total RNA extraction, cDNA library construction, RNA sequencing and data analyses (Dif-gene-finder, Pathway analysis and GO analysis) were carried out as previously described (Novel Bio, Shanghai, China) (Deng et al., 2020). Dif-genes of interest were selected from the results of the GO term and pathway term analysis with the key gene descriptions of “osteoblast/chondrocyte differentiation, mineralization, cartilage development, bone remodeling, chondrocyte/osteoblast/cell proliferation and endochondral ossification”. Dif-genes of interest were normalized using the log 10 value and used to generate a heatmap with Heatmap illustrator (HemI.1.0, CUCKOO Work group, Hubei, China).

### Quantitative Real-Time Polymerase Chain Reaction

To estimate the profile of osteoinductive cytokines expressed by macrophages induced by scaffolds, 5 × 10^5^/mL THP-1 cells were seeded in 6-well culture plates, differentiated into macrophages, and incubated with scaffolds. After 2 days of incubation, the expression levels of macrophage genes involved in osteoinduction (TGFβ3, BMP1, BMP6, BMP2, FGF2, Wnt5a, PTHLH, OSM, WNT7β and IL-6) were examined by quantitative PCR. For the osteogenic differentiation assay, after 14 days of incubation with CM, the gene expression of hBMSCs (OPN, OCN and OSX) was examined by quantitative PCR. Briefly, total RNA was extracted from the cells with TRIzol reagent (Takara, Beijing, China) and reverse transcribed with the PrimeScript^TM^ RT reagent kit (Takara, Beijing, China) according to the manufacturer’s instructions. Real-time PCR was performed using 2 × SYBR Green PCR Master Mix. All primer sequences were obtained from Sangon Biotech Co., Ltd. (Shanghai, China), and these sequences are summarized in Supplementary Table S1.

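The listed primers were matched to the human transcripts of GENCODE release 29, placed on the GRCh38 build, and both primers of all 14 pairs matched a transcript exactly. For 11 pairs the matched gene was the one named in the list, and over all pairs the products were between 82 and 243 bases long. Exons are counted in the longest matched protein-coding transcript. The pair for BMP1 lies on chromosome 8 from 22176278 to 22176648, in exons 3 and 4, and the pair for BMP2 lies on chromosome 20 from 6778936 to 6779023, in exon 3. The BMP6 product lies on chromosome 6 from 7845170 to 7845328, in exon 2, and the WNT7β product lies on chromosome 22 from 45949993 to 45976751, in exons 1 and 2. The OSM product spans exons 2 and 3 on chromosome 22 from 30264237 to 30265016, and the FGF2 product spans exons 1 to 3 on chromosome 4 from 122827351 to 122892223. PTHLH is covered on chromosome 12 from 27963436 to 27963544, in exon 3, and IL-6 on chromosome 7 from 22729537 to 22729637, in exon 5. OSX is the protein of the gene SP7, and its pair lies on chromosome 12 from 53328365 to 53328540, in exon 3. OPN is the protein of the gene SPP1, and its pair lies on chromosome 4 from 87981774 to 87982557, in exons 5 and 6. All of these products lie between the ends of the coding sequence, whereas the GAPDH product, on chromosome 12 from 6538190 to 6538298, in exon 9, extends outside it. The other 3 pairs matched a gene other than the one named. The pair listed for TGFβ3 matched TGFB2, on chromosome 1 from 218434131 to 218434352, in exons 4 and 5. The pair listed for WNT5α matched FN1, the fibronectin gene, on chromosome 2 from 215428258 to 215430715, in exons 5 and 6. The pair listed for OCN, the protein of the gene BGLAP, has the same sequences as the pair for OPN and matched SPP1.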

### Western Blotting

To assess MIF deposited on scaffolds, the total protein of the DBM and *DBM-ECM* was extracted by 250 μL RIPA lysis buffer (Beyotime, Jiangsu, China). To investigate the molecular mechanism of osteoinductive cytokines expressed by macrophages induced by scaffolds, 5 × 10^5^/mL THP-1 cells were seeded in 6-well culture plates, differentiated into macrophages, and incubated with scaffolds for 0–240 min or 2 days. To estimate the knockdown level of MIF in hucMSCs, the total protein was extracted from normal cells and the cells that were transfected with lentivirus carrying mif shRNA and non-silencing shRNA. The total protein of the cells was extracted with 120 μL RIPA lysis buffer (Beyotime, Jiangsu, China), subjected to SDS-PAGE, transferred onto nitrocellulose membranes (Millipore, Billerica) and probed overnight at 4°C with specific primary antibodies against OSM, FGF2, TGFβ3, BMP2, BMP6, CD74, CD44, phspho-p38, phspho-c-jun, phspho-AKT, Erk1/2, c-jun and AKT at a dilution of 1:1000 (Abcam, United States); MIF, phspho-Erk1/2, and p38 at a dilution of 1:1000 (Cell Signaling Technology, United States); BMP1 (Bioss, Beijing, China), Wnt7β, Wnt5a, and PTHLH at a dilution of 1:500-1:1000 (Proteintech, Wuhan, China), and control antibodies Tubulin and GAPDH were used at a dilution of 1:1000 (Proteintech, Wuhan, China). Immunoreactive protein bands were visualized using ECL chemiluminescence detection plus a Western blot detection system (Viber, Viber Lourmat, France).

### Statistical Analysis

One-way ANOVA followed by a multiple comparisons test was utilized to determine the statistical significance for the micro-CT analysis (DBM, *shCtrl* and *shmif* scaffolds in normal mice), Alizarin red staining and qPCR assay (for the analysis of mRNA associated with osteogenic differentiation). T-tests were used for the analysis of the results of UHPLC-MS/MS and the qPCR assay for the analysis of osteoinductive cytokines expressed in macrophages. Two-way ANOVA followed by a multiple comparisons test was used for the micro-CT analysis of the scaffolds in normal and macrophage-depleted mice. EB-seq was used for Dif-Gene-Finder, and Fisher’s exact test was used to select significant pathways or GO terms. The results are displayed as the mean ± standard deviation. Sample numbers and repeats are for *n* ≥ 3 per group. For all the statistical tests, differences were considered to be significant if *P* < 0.05.

## Results

### MIF Abundantly Deposited on the *DBM-ECM* Scaffold Was Derived From hucMSC-Derived ECM

In our previous studies, tissue engineering technology, followed by decellularization and lyophilization, was used to deposit hucMSC-ECM on scaffolds and enhance the osteoinductive potential of the scaffolds (Deng et al., 2016, 2020). After modification of DBM scaffolds, white, tubular hucMSC-ECM proteins appeared on the surface of the scaffolds (Figures 2A,B). The elemental distribution data showed that the contents of four elements (C,S,Cl, and Na) were remarkably different between the DBM and *DBM-ECM* scaffolds, in which the content level of C and S decreased, while the others increased (Figure 2C and Supplementary Figure S1). Furthermore, LC-MS/MS high-throughput analysis showed the presence of soluble proteins originating from the *DBM-ECM* scaffold (Figure 2D). The top 10 soluble protein peak area values were as follows: serum albumin (ALB), macrophage migration inhibitory factor (MIF), collagen alpha-1 (XII) (COL12A1), thrombospondin-1 (THBS1), transforming growth factor-beta-induced protein ig-h3 (TGFβI), neuroblast differentiation-associated protein (AHNAK), collagen alpha-1 (VI) (COL6A1), brain acid soluble protein 1 (BASP1), fibronectin (FN1) and prohibitin-2 (PHB2) (Figure 2D). Among the top ten soluble proteins, the content of macrophage migration inhibitory factor (MIF) ranked second, and a clear MIF protein band in the total protein extracted from the *DBM-ECM* was detected by Western blot (Figures 2D,E).

**FIGURE 2:**
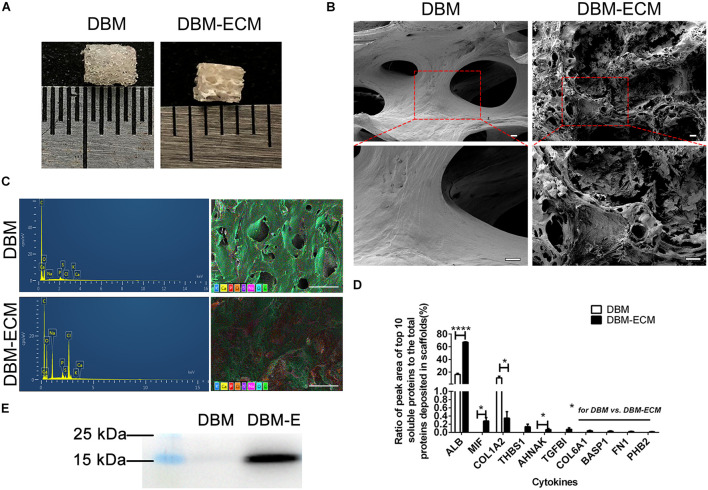
Evaluation of the surface modification of DBM scaffolds with hucMSC-ECM. **(A)** The gross appearance of the DBM scaffold with or without surface modification. **(B)** Scanning electron microscopy (SEM) images of scaffolds. **(C)** Energy dispersive spectroscopy (EDS) of scaffolds. **(D)** HPLC-MS/MS high-throughput analysis for the top 10 principal soluble protein components highly deposited in the *DBM-ECM*. **(E)** Protein expression of MIF tested by Western blot. Scale bar for the top panel of **(B)**: 100 μm, Scale bar for the down panel of **(B)**: 50 μm; Scale bar for **(C)**: 500 μm; *p < 0.05, ****p < 0.001.

### Macrophage Depletion Inhibited Bone Regeneration Induced by hucMSC-ECM

To estimate the role of macrophages in the bone formation ability of hucMSC-ECM, SCID mice with macrophage depletion were injected with clodronate liposomes and were compared with control mice without macrophage depletion that were injected with PBS liposomes. The DBM and the *DBM-ECM* scaffolds were harvested for micro-CT and histochemistry staining after week 4 postimplantation (Figure 3A). In control mice, the implanted DBM scaffolds formed hollow nest-like bone tissue, while the *DBM-ECM* formed dense bone tissue (Figure 3B). In the macrophage-depleted mice, all the DBM and *DBM-ECM* scaffolds exhibited similar hollow nest-like bone tissue, indicating that the surfaces of these scaffolds induced bone formation and the internal part of the scaffolds were degraded and absorbed (Figure 3B). The quantitative analysis of micro-CT data verified this observation (Figure 3C). Compared to the control mouse model, macrophage depletion did not significantly change the bone regeneration indexes of DBM scaffolds (Figure 3C). In contrast, macrophage depletion dramatically decreased the values of BV/TV, Tb. N and BMD in the *DBM-ECM* group compared with those in the control mouse model (2.73 ± 1.47- vs. 0.74 ± 0.53-fold for BV/TV, 0.38 ± 0.15- vs. 0.12 ± 0.07-fold for Tb. N, 0.26 ± 0.05 vs. 0.08 ± 0.04 folds for BV/TV; Figure 3C).

**FIGURE 3:**
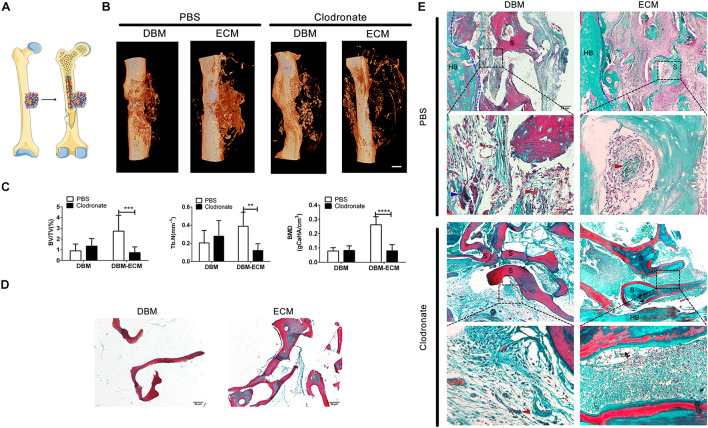
Macrophage depletion inhibited bone regeneration induced by hucMSC-ECM. **(A)** Schematic outline of surgical operation model. **(B)** 3D images of bone regeneration of the DBM and *DBM-ECM* scaffolds adjacent to the femoral shaft at 4 weeks postimplantation in SCID mice with or without macrophage depletion. **(C)** BMD, BV/TV, and Tb. N of the regenerated bone of the DBM and *DBM-ECM* scaffolds at 4 weeks postimplantation. **(D)** Masson’s staining of the DBM and *DBM-ECM* scaffolds. **(E)** Masson’s staining of the DBM and *DBM-ECM* scaffolds at 4 weeks postimplantation; HB, host bone; S, scaffold fragment; blue arrowhead, necrotic tissue; red arrowhead, new blood vessels; black arrow, granulocytes. Scale bar: 1 mm for **(B)**; Scale bar: 20 μm for **(D)**; Scale bar for upper images of panel **(E)** is 20 μm and lower images of panel **(E)** is 50 μm; **p < 0.01, ***p < 0.005, ****p < 0.001.

Masson’s staining of sections (5 μm) of DBM scaffolds showed red mature collagen fibers, and the collagen fibers of *DBM-ECM* scaffolds were red and green, indicating that the scaffolds had been modified by hucMSC-ECM (Figure 3D). In the control mice, Masson’s staining of implanted DBM scaffolds showed a few red collagen fibers with some necrotic tissue scattered in the scaffold pores (blue arrowhead), while the *DBM-ECM* scaffolds had been replaced by green collagen fibers indicating new bone tissue formation that was densely granular and had a rich blood vessel network (red arrowhead). On the other hand, in the macrophage-depleted mice, the collagen fiber color in the DBM and the *DBM-ECM* scaffolds was unchanged in comparison with non-transplanted scaffolds, and sparse fibrous tissue was scattered in the scaffold pores, indicating that these scaffolds had not been replaced by new bone formation. In addition, compared to the tissue in normal mice, the new tissue of the *DBM-ECM* group macrophage-depleted mice contained numerous granulocytes, indicating severe inflammation (black arrow, Figure 3E).

### hucMSC-ECM Improved Macrophage-Mediated Osteogenic Differentiation of hBMSCs

Furthermore, the effect of macrophages on the osteogenic differentiation of MSCs induced by the *DBM-ECM* scaffolds was estimated *in vitro*. Alizarin red staining showed that conditioned medium from macrophages incubated with the *DBM-ECM* scaffolds (Mφ + ECM-CM group) induced deeper red color reaction and a higher OD value per 10 ^4^ cells compared to those in the other groups (ECM-CM and Mφ-CM), which was 82.32 ± 5.19% and 41.45 ± 11.09% higher than those of the ECM-CM and Mφ-CM groups, respectively (Figure 4A). Alkaline phosphatase (ALP) staining suggested a similar trend with the results of Alizarin red staining that the staining of the Mφ + ECM-CM group showed a deeper blue color reaction, indicating higher ALP activity (Figure 4B). Furthermore, qPCR data demonstrated that the osteocalcin (*ocn*)and osterix (*osx*) levels of the Mφ + ECM-CM group were significantly higher than those of the other two groups (2.81 ± 0.75-fold of the Mφ + ECM-CM group vs. 1.32 ± 0.19-fold of the Mφ-CM group for the *ocn* level, 1.32 ± 0.14-fold of the Mφ + ECM-CM group vs. 0.77 ± 0.17-fold of the Mφ-CM group for the *osx* level), which are key indexes for pro-osteogenic differentiation (Figure 4C). However, there were no significant differences in Osteopontin (*opn*) levels among the three groups, which is a key gene indicating bone resorption (Figure 4C; Kelly et al., 2020).

**FIGURE 4:**
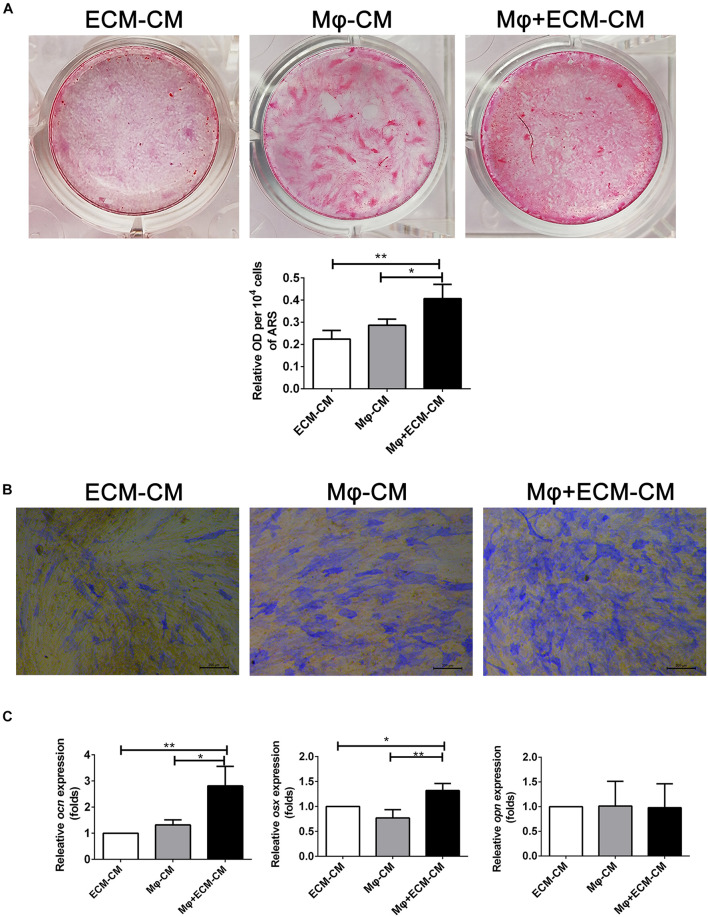
hucMSC-ECM improved macrophage-mediated osteogenesis of hBMSCs. **(A)** Alizarin red staining and OD value per 10^4^ cells of Alizarin red deposited in calcic nodules of different groups. **(B)** Alkaline phosphatase (ALP) staining of different groups. **(C)** mRNA levels of osteogenic genes of different groups; ECM-CM: conditioned medium from *DBM-ECM* scaffolds, Mφ-CM: conditioned medium from macrophages, Mφ + ECM-CM: conditioned medium from macrophages with coculture of *DBM-ECM* scaffolds. Scale bar: 200 μm for panel **(B)**. **p < 0.01; *p < 0.05.

### hucMSC-ECM Enhanced the Expression of Multiple Osteoinductive Cytokines in Macrophages

To investigate the mechanism of macrophage-mediated osteogenesis induced by *DBM-ECM*, macrophages cocultured with *DBM-ECM* scaffolds were sequenced and compared with macrophages from the DBM group. 

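Macrophages were derived from THP-1, a human monocytic cell line that takes on a macrophage-like state after treatment with PMA (50 ng/mL for 48 h), and were cocultured for 3 or 7 days with DBM scaffolds, made of decalcified bone matrix, or with DBM-ECM scaffolds, which also carry the matrix laid down by hucMSCs. The 4 libraries analysed here are 1 per scaffold and day, so a difference between the scaffolds on either day has no replicate check, while the paper's general statement on sample numbers gives at least 3 per group. The authors deposited the number of reads counted on each of 51136 genes, without normalization, and the paper's text does not name the genome build, the annotation, the aligner or the counting tool. The total count was 21214830 reads for DBM and 23543792 reads for DBM-ECM on day 3, and 22869683 reads for DBM and 15436180 reads for DBM-ECM on day 7. Counts were scaled between libraries by edgeR's TMM method, with factors of 0.941 for DBM and 0.935 for DBM-ECM on day 3 and of 1.23 and 0.926 on day 7. The 18204 genes with at least 10 counts in at least 1 library were kept. Log2 fold changes of DBM-ECM over DBM were taken from the log2 of the scaled counts (CPM) with a prior count of 2, which understates the change of low genes. For single genes, the counts of the DBM and DBM-ECM libraries of one day were compared by a two-sided exact binomial test given the scaled library sizes, with Benjamini-Hochberg adjustment over the 37 named genes and over all genes kept. Of the named genes, 10 were picked for the largest changes in these same libraries, so their calls follow from that choice and lower the adjusted p of the others. That test and the 95% intervals (exact Clopper-Pearson) cover counting error only and compare the libraries, not the scaffolds, and reads copied by PCR are not independent molecules. A count of 3, taken as the smallest that the depth can show, corresponds to 0.150 CPM for DBM and 0.136 CPM for DBM-ECM on day 3 and to 0.107 CPM and 0.210 CPM on day 7. The paper names EB-seq for its own search for differentially expressed genes, which was not run here.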

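On day 3, 660 of the 18204 genes were at least 2-fold higher on DBM-ECM than on DBM and 645 were at least 2-fold lower, and on day 7, 3780 genes were higher and 4601 were lower by the same measure. A filter on low counts changed the day 3 numbers strongly: of the 12683 genes with a mean of at least 50 counts, 146 were higher and 102 lower on day 3. Over these genes, the standard deviation of the log2 fold changes was 0.34 on day 3 and 1.43 on day 7. Spearman's rho between the DBM and DBM-ECM libraries, taken across genes, which are not independent replicates, was 0.991 on day 3 and 0.832 on day 7. On both days, 171 genes were at least 2-fold higher, where 137 are expected from the sizes of the lists if the days were unrelated, and 250 genes were at least 2-fold lower, where 163.02 are expected. Across all genes kept, the log2 fold changes of day 3 and day 7 had a Pearson's r of 0.00707.

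**Figure D1:**
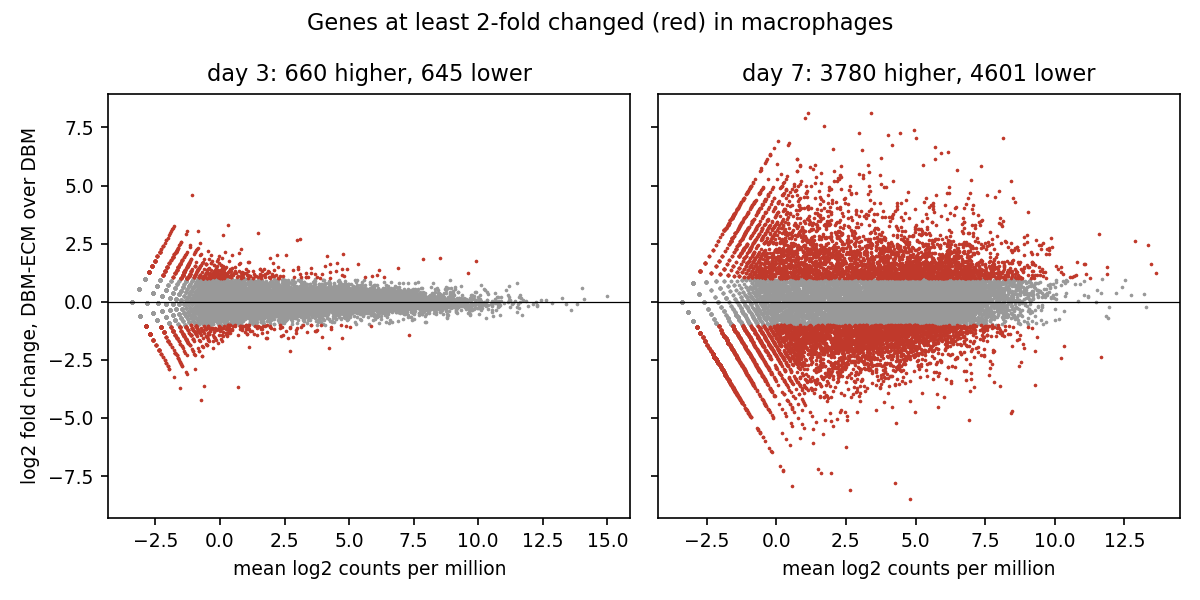
Log2 fold change of DBM-ECM over DBM (vertical axis) against the mean log2 CPM of the DBM and DBM-ECM libraries (horizontal axis) on day 3 (left) and day 7 (right), with 1 point per gene and genes changed by at least 2-fold in red. The standard deviation over genes with a mean of at least 50 counts is 0.34 on day 3 and 1.43 on day 7.

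A fit over the 4 libraries with the day as a covariate, in which the days stand in for replicates and 1 residual degree of freedom is left, called 0 genes higher and 0 genes lower on DBM-ECM, with a smallest adjusted p of 0.266 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 432 genes were higher and 203 were lower. Among the genes changed the same way on both days, the 5 largest increases were those of SNORD74, PNCK, CSF2, IL36G and LOC105375608, and the 5 largest decreases were those of KRT80, TMIGD3, MYO7A, GRAP and CPVL, ranked by the smaller of the changes of day 3 and day 7 among genes with at least 100 counts in at least 1 library. On day 3, SNORD74 and PNCK had 0 counts on DBM and 8 and 7 counts on DBM-ECM, so their places depend on the prior count. With a prior count of 5, the log2 fold change of day 3 was 1.34 for SNORD74, 1.23 for PNCK and 1.64 for LOC105375608. All of these lay below the 1.87 of PTGS2, a gene of Figure 5A, while CSF2 and IL36G stayed above it, at 2.04 and 1.96. The decreases of KRT80 and GRAP also rest on 0 counts on DBM-ECM on day 3. CSF2 had 263 counts on DBM and 1211 counts on DBM-ECM on day 3, a log2 fold change of 2.05 (95% interval 1.87 to 2.26). On day 7 it had 2 and 71 counts, 46.4-fold higher when DBM is set to the floor of 3 counts (log2 interval 4.22 to 9.20). KRT80, which overlaps a gene on the other strand, had 16 counts on DBM and 0 counts on DBM-ECM on day 3. That is 5.88-fold lower against the same floor, with an upper end of the log2 interval of -2.09. On day 7 it had 158 and 3 counts, 26.9-fold lower (log2 interval -7.04 to -3.17).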

The gene expression profile of macrophages cocultured with the DBM or *DBM-ECM* scaffolds was then analyzed (GSE174477)^1^. 

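The 8 cytokine genes were IL6, FGF2, WNT5A, PTHLH, BMP6, BMP1, TGFB3 and WNT7B, and the 3 receptor genes were THRA, NPR3 and OSMR. On day 7, 7 of the cytokine genes had reads and all 7 were at least 2-fold higher on DBM-ECM, with log2 fold changes between 1.61 and 6.76, whereas IL6 had 0 counts in both libraries. TGFB3 had 45 counts on DBM and 2624 counts on DBM-ECM, with a 95% interval of the log2 fold change of 6.41 to 7.30. PTHLH had 2 counts on DBM and 90 counts on DBM-ECM, 58.8-fold higher when DBM is set to the floor of 3 counts. The interval of its log2 fold change from counting error was 4.57 to 9.53. WNT5A had 21 and 226 counts, a log2 fold change of 4.24 (3.75 to 5.12), and BMP6 had 4 and 29 counts, a log2 fold change of 3.16 (2.32 to 5.80). BMP1 had 540 and 1757 counts, a log2 fold change of 2.67 (2.53 to 2.82). WNT7B had 44 and 116 counts, with an interval of 1.86 to 2.91, and FGF2 had 49 and 79 counts, with an interval of 1.13 to 2.21. The receptor genes had log2 fold changes between 2.48 and 3.02 on day 7. On day 3, IL6 had 18 counts on DBM and 168 counts on DBM-ECM, a log2 fold change of 2.95 (2.38 to 3.87), and FGF2 had 1124 and 2591 counts, a log2 fold change of 1.06 (0.96 to 1.17). WNT5A, BMP6 and BMP1 were higher on DBM-ECM on day 3 by log2 fold changes of 0.84, 0.36 and 0.29, each with an interval above 0. The log2 fold changes of the other cytokine genes on day 3 were 0.10 (-0.17 to 0.38) for WNT7B, -0.098 (-0.19 to -0.0021) for TGFB3 and -0.15 (-0.56 to 0.25) for PTHLH, and those of the receptor genes lay between -0.099 and -0.035.

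**Figure D2:**
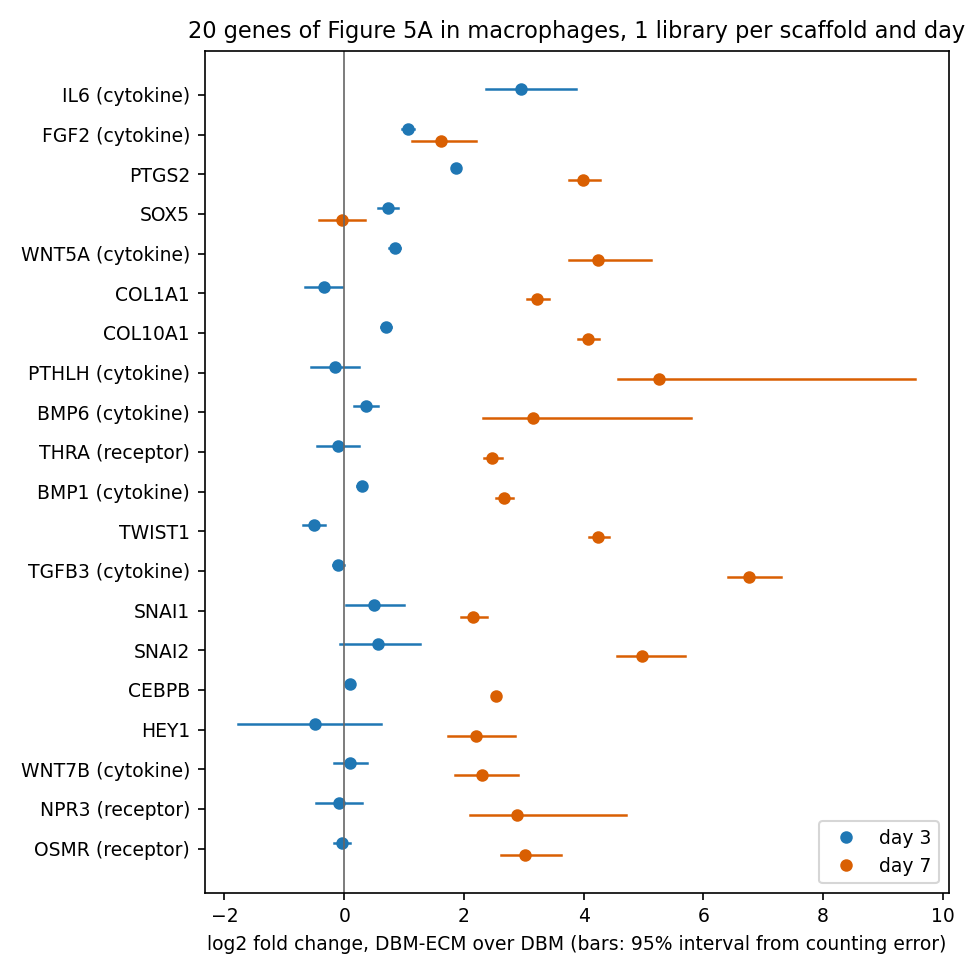
Log2 fold change of DBM-ECM over DBM (horizontal axis) of the 20 genes of Figure 5A on day 3 (blue) and day 7 (orange), with 1 library per scaffold and day. Points are the log2 fold changes and bars are 95% intervals from counting error only, and TGFB3 lies at -0.098 on day 3 and at 6.76 on day 7.

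With GAPDH as the only reference in place of the scaling over all genes, the median of the cytokine genes with reads on day 7 was 1.82 instead of 3.16, 5 of them were at least 2-fold higher, and all 8 cytokine genes lay above 0 on day 3. GAPDH itself had a log2 fold change of 1.63 on day 7 with the scaling over all genes, so it is not a fixed reference there. On day 3, log2 fold changes fell with the GC content of the transcript, and a correction for it, chosen after the data were seen, took the log2 fold change of FGF2 to 0.83. The values of IL6 and WNT5A fell too, and those of the other cytokine genes rose. The median of the cytokine genes on day 3 went from 0.32 to 0.42. In the annotation, 12 of the genes of Figure 5A overlap a gene on the other strand and 3 overlap a gene on the same strand, and the paper's text does not state whether counting used the strand. The paper selected these genes of interest among its differentially expressed genes through gene ontology and pathway terms, and took the cytokine genes on to qPCR.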

Twenty genes involved in bone formation were screened out, of which there were 8 genes that encoded for osteoinductive secretory cytokines and 3 genes that encoded for receptors (red frame for cytokine and blue frame for receptor, Figure 5A). Next, the expression of 8 screened cytokine genes and two of the other relevant genes (bone morphogenetic protein, BMP2 and Oncostatin M, OSM), a total of 10 genes, was verified by qPCR. Except for IL-6, which exhibited downregulated expression, the mRNA expression level of 4 genes in was increased in the *DBM-ECM* group compared with the expression level in the DBM group, and the difference was determined to be significant by a *t*-test (3.59 ± 1.20-fold for FGF2, 2.11 ± 0.21-fold for PTHLH, 11.20 ± 2.74-fold for TGFβ3 and 3.58 ± 1.57-fold for BMP2) (Figure 5B). To further confirm the protein expressions of cytokines screened out, except for IL-6, the expression levels of the proteins encoded for by the 9 remaining genes were verified by western blot. The results suggested that the protein expression level of TGFβ3, OSM, FGF2 and BMP2 increased, while the protein expression level of BMP6, WNT5α and PTHLH in the *DBM-ECM* group did not change compared to that in the DBM group (Figure 5C). In addition, WNT7β and BMP1 were not observed (data not shown), indicating that these proteins were only present at trace levels.

**FIGURE 5:**
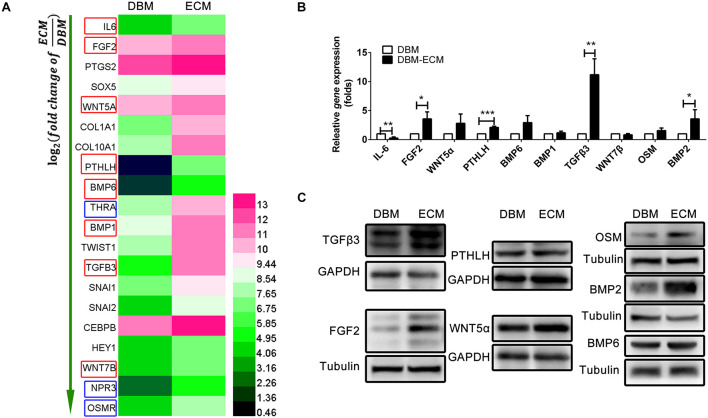
hucMSC-ECM enhanced the expression of multiple osteoinductive cytokines in macrophages. **(A)** Heatmap of upregulated Dif genes of interest in macrophages cocultured with the DBM and *DBM-ECM* scaffolds as identified by mRNA sequencing; red frame: cytokine, blue frame: receptor. **(B)** The mRNA levels of 10 cytokines in macrophages cocultured with the DBM and *DBM-ECM* scaffolds. **(C)** The protein expression of the seven cytokines in macrophages cocultured with the DBM and *DBM-ECM* scaffolds, which were screened out from qPCR results. ***p < 0.005; **p < 0.01; *p < 0.05.

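The legend of Figure 5A names no day, so the values of both days are given for the genes outside the frames. On day 7, the log2 fold change was 4.98 (95% interval 4.56 to 5.70) for SNAI2, 4.24 (4.09 to 4.43) for TWIST1, 4.07 (3.91 to 4.26) for COL10A1, 3.99 (3.76 to 4.28) for PTGS2 and 3.22 (3.05 to 3.43) for COL1A1. CEBPB was higher by 2.53 (2.48 to 2.59), HEY1 by 2.21 (1.74 to 2.85) and SNAI1 by 2.16 (1.96 to 2.38) on the log2 scale. SOX5 had 173 counts on DBM and 86 counts on DBM-ECM, a log2 fold change of -0.036 (-0.43 to 0.34). On day 3, PTGS2 rose from 3833 to 15470 counts, a log2 fold change of 1.87 (1.82 to 1.92), and SOX5 from 438 to 800 counts, a log2 fold change of 0.73 (0.56 to 0.90). COL10A1 was higher by 0.69, SNAI2 by 0.56 (-0.073 to 1.27), SNAI1 by 0.50 and CEBPB by 0.091 on the log2 scale. TWIST1 was lower on DBM-ECM on day 3, with 572 and 444 counts and a log2 fold change of -0.51 (-0.69 to -0.33). COL1A1 had 183 and 159 counts, a log2 fold change of -0.34 (-0.66 to -0.030), and HEY1 had 16 and 12 counts, a log2 fold change of -0.49 (-1.77 to 0.62). Of all 20 genes of Figure 5A, 12 were higher and 8 were lower on day 3, with 3 at least 2-fold higher, and on day 7, 18 were at least 2-fold higher. With GAPDH as the only reference, 12 were at least 2-fold higher and 1 at least 2-fold lower on day 7. Their median log2 fold change was 0.20 on day 3 and 2.95 on day 7, with IL6 entered as 0 on day 7. These medians lie at percentiles 99.4 and 100 of the medians of 10000 random lists of as many genes matched on mean expression, which describes these libraries and shows no stability, since the list is the paper's own choice.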

### hucMSC-ECM Upregulated the Expression of Osteoinductive Cytokines From Macrophages by the MIF Signaling Pathway

It has been reported that MIF plays important roles in macrophage behaviors and bone healing (Liu et al., 2021; Zhu et al., 2021). Figure 2D showed that MIF deposited in hucMSC-ECM was rich in content. Thus, the role of the MIF deposited in the *DBM-ECM* scaffolds and MIF signaling pathway on the upregulation of osteoinductive cytokine expression by macrophages was estimated. CD74 and its chaperone protein CD44 have been reported to be typical MIF receptors (Jankauskas et al., 2019; Farr et al., 2020). The *DBM-ECM* scaffolds obviously enhanced the expression of CD74 and CD44, indicating that the MIF deposited in the *DBM-ECM* might activate CD74/CD44 of macrophages (Figure 6A). The latest study showed that macrophage-derived osteoinductive cytokines might be induced via CD74 downstream signaling (the MAPK and PI3K-AKT signaling pathways) (Subbannayya et al., 2016). The phosphorylation of three key transcription factors, including ERK, P38 and c-Jun of the MAPK pathway and AKT of the PI3K pathway, were tested. Western blot results showed that in the time span of 0–240 min, the *DBM-ECM* improved the phosphorylation of P38 from 15 to 60 min and the dephosphorylation of c-jun from 60 to 240 min. On the other hand, the phosphorylation levels of ERK1/2 and AKT were not affected by hucMSC-ECM (Figure 6A). To investigate the relationship between the expression of osteoinductive cytokines and MIF deposited in *DBM-ECM*, hucMSC-ECM with the knockdown of *mif* and hucMSC-ECM transfected with control shRNA were prepared. The transfection efficiency of the lentiviruses was high, as indicated by strong expression of GFP (left panel of Figure 6B). Western blot analysis showed that MIF expression in the *shCtrl* group decreased slightly compared to that in the normal hucMSCs without transfection of lentiviral vector, while MIF expression in the *shmif* group was almost completely suppressed (right panel of Figure 6B). Furthermore, after macrophages were incubated with scaffolds (DBM, the *shCtrl* and *shmif* scaffolds), the expression of the previously screened cytokines and the aforementioned signaling pathways was tested. Among the 4 cytokines (BMP2, TGFβ3, FGF2 and OSM), only the BMP2 level among the 3 groups (DBM, *shCtrl* and *shmif*) was not significantly changed, suggesting that MIF deposited in hucMSCs-ECM did not improve BMP2 expression (Figure 6C). The expression levels of TGFβ3, FGF2 and OSM in the *shmif* group were heavily decreased compared with those in the *shCtrl* group, indicating that MIF deposited in the ECM played a major role in upregulating the expression of these three cytokines (Figure 6C). In addition, the expression of CD74/CD44 and phosphorylation of P38 in the *shmif* group were inhibited compared with those in the *shCtrl* group, while dephosphorylation of c-jun was not changed as a result of MIF knockdown (Figure 6C).

**FIGURE 6:**
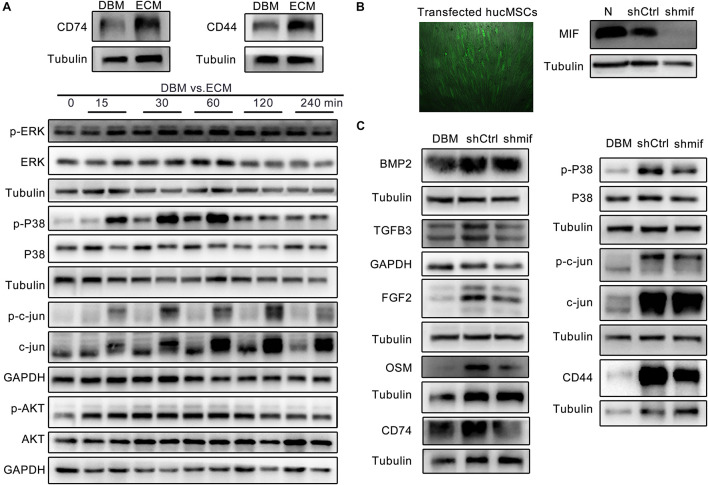
hucMSC-ECM upregulated the expression of osteoinductive cytokines in macrophages via the MIF pathway. **(A)** The protein and phosphorylation levels of key molecules involved in the MIF signaling pathway. **(B)** MIF expression of hucMSCs transfected with the lentiviral vector containing mif shRNA or no shRNA; left panel: fluorescence expression of hucMSCs transfected with the GFP lentiviral vector, right image: protein level of MIF. **(C)** The expression of cytokines and key molecules of the MIF signaling pathway derived from macrophages in the DBM, *shCtrl* and *shmif* groups.

### hucMSC-ECM Improved Macrophage-Mediated Osteogenesis of hBMSCs and Bone Formation by MIF Signaling Pathway

To further investigate the role of the MIF signaling pathway in macrophage-mediated osteogenesis and bone formation induced by *DBM-ECM*, Alizarin red staining and the expression levels of genes involved in osteogenic differentiation *in vitro* and bone regeneration *in vivo* were compared between the *shCtrl* and *shmif* groups. Compared with the Mφ + DBM-CM group, Alizarin red staining showed increasingly larger calcic nodules in the Mφ + shCtrl-CM group, which had a higher OD value per 10^4^ cells (2.62 ± 0.14-fold in the Mφ + shCtrl-CM group vs. 1.96 ± 0.17-fold in the Mφ + DBM-CM group). The BMSCs in the Mφ + shmif-CM group detached during the 14-day culture period, and Alizarin red staining showed no cell or calcic nodules in the middle of the 6-well plate, and the OD value per 10^4^ cells also decreased (1.96 ± 0.16-fold) (Figure 7A). qPCR results showed that the expression of *ocn* and *osx* (indicating osteogenic differentiation) in the Mφ + shCtrl-CM group remarkably increased compared with that in the Mφ + DBM-CM group (3.39 ± 1.21-fold in the Mφ + shCtrl-CM group for *ocn*, 2.00 ± 0.40-fold in the Mφ + shCtrl-CM group for *osx*), while it was obviously decreased compared with that of the Mφ + shmif-CM group (1.69 ± 0.20-fold in the Mφ + shmif-CM group for *ocn*, 0.93 ± 0.62-fold in the Mφ + shmif-CM group for *osx*). In addition, the *opn* level of the Mφ + shCtrl-CM group showed a striking decrease compared with that of the Mφ + DBM-CM group (0.14 ± 0.04-fold of the Mφ + shCtrl-CM group), and the deficient of mif slightly reversed this trend (0.37 ± 0.11-fold of the Mφ + shmif-CM group) (Figure 7B). Furthermore, the bone formation ability of the three groups *in vivo* verified the results of qPCR and Alizarin red staining *in vitro*. 3D micro-CT images showed that more new bone tissue appeared in the *shCtrl* group and less new bone tissue appeared in the *shmif* group and DBM group. Three key evaluation indexes of micro-CT (relative bone volume, trabecular number and bone mineral density) also maintained a similar trend. The BV/TV, Tb. N and BMD of the *shmif* group (0.43 ± 0.14-fold for BV/TV, 0.05 ± 0.01-fold for Tb. N and 0.08 ± 0.02-fold for BMD) was lower than that of the *shCtrl* group (2.46 ± 1.24-fold for BV/TV, 1.10 ± 0.31-fold for Tb. N and 0.13 ± 0.03 folds for BMD) (Figure 7C). Based on Masson’s staining, the implanted DBM retained many red scaffold fragments that had not been replaced by new bone tissue and some necrotic tissue was scattered between the scaffold fragments. The *shCtrl* scaffold fragment was replaced with new bone tissue, as indicated by endochondral ossification appearing between the scaffold fragments. The *shmif* scaffolds did not show any sign of degradation or replacement by new bone tissue as indicated by the maintenance of the scaffold structure by red collagen fibers with few green fibers (Figure 7D).

**FIGURE 7:**
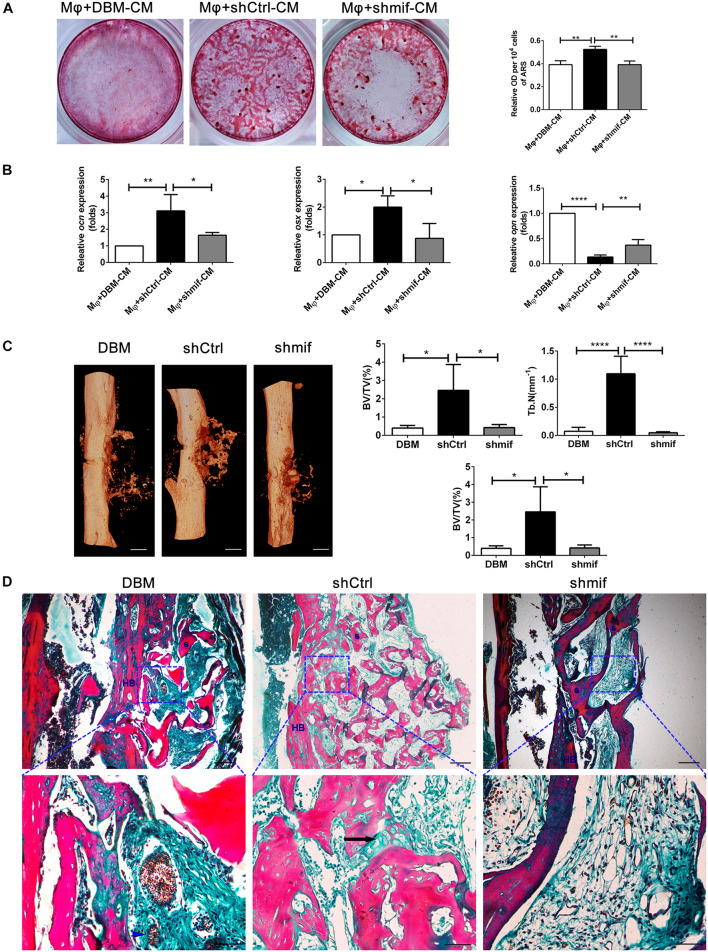
hucMSCs-ECM improved macrophage-mediated osteogenesis of hBMSCs and bone formation via the MIF signaling pathway. **(A)** Alizarin red staining and OD value per 10^4^ cells of Alizarin red deposited in calcic nodules of different groups. **(B)** mRNA levels of osteogenic genes of different groups. **(C)** Micro-CT analysis of regenerated bone induced by different scaffolds at 4 weeks postimplantation. **(D)** Masson’s staining for regenerated bone induced by different scaffolds at 4 weeks postimplantation; HB, host bone; S, scaffold fragment; blue arrowhead, necrotic tissue; black arrow, endochondral ossification. Mφ + DBM-CM: the conditioned medium from macrophages cocultured with DBM scaffolds; Mφ + shCtrl-CM: the conditioned medium from macrophages cocultured with the *shCtrl* scaffolds; Mφ + shmif-CM: the conditioned medium from macrophages cocultured with the *shmif* scaffolds. Scale bar: 1 mm for **(C)**, scale bar for upper images of panel **(D)** is 20 μm and lower images of panel **(D)** is 50 μm; ****p < 0.001; **p < 0.01; *p < 0.05.

## Discussion

Osteogenic differentiation and bone formation are determined by the microenvironment, which involves many cells and cytokines, including innate immune cells and the extracellular matrix niche (Torossian et al., 2017; Rowley et al., 2019). Recently, with the emergence of osteoimmunology, the increasing studies have focused on regulating macrophage behavior to create an osteoinductive niche (Takayanagi et al., 2000; Chen et al., 2015). In this study, we created a macrophage-mediated osteoinductive niche based on hucMSC-ECM. Compared to some previous ECM-based immunomodulatory biomaterials incorporated with ECM-derived molecules, the modification by the facile tissue engineering technique not only changes the elemental distribution of DBM scaffolds, but also deposits the full natural context of the original ECM protein on DBM scaffolds, containing multiple bioactive soluble cytokines (Figures 2C,D; Rowley et al., 2019). The variety of cytokines deposited on scaffolds improves the ability of macrophages to express some osteoinductive cytokines, including FGF2, TGFβ3, OSM and BMP2, which provides an osteogenic microenvironment (Figures 4–6). Indeed, approximately eight osteoinductive genes were identified by RNA sequencing and qPCR, but the protein expression of only four cytokines was increased (Figure 5). 

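Of the cytokine genes found by RNA sequencing, the reads of IL6, FGF2, WNT5A, BMP6 and BMP1 differed between the DBM and DBM-ECM libraries on day 3, all 5 higher on DBM-ECM. The adjusted p over all genes kept was 4.12e-27 for IL6, 1.05e-99 for FGF2, 3.20e-77 for WNT5A, 0.00265 for BMP6 and 4.50e-11 for BMP1, each from the exact binomial test of these libraries. The same exact test gave 0.121 for TGFB3, 0.649 for PTHLH and 0.668 for WNT7B. On day 7, all 7 cytokine genes with reads were higher on DBM-ECM, with an adjusted p from the exact binomial test of 4.31e-10 for BMP6, 2.94e-10 for FGF2 and 3.40e-39 for PTHLH. With GAPDH as the only reference, the increase of FGF2 on day 7 all but vanished, with a log2 fold change of 0.026. That of WNT7B was 0.72, and those of the other cytokine genes with reads lay between 1.04 and 5.15. GAPDH itself was higher on DBM-ECM on day 7 with the scaling over all genes, by a log2 fold change of 1.63. Which of these references is the steadier was not tested. These libraries cannot estimate the spread between cultures, and assuming one reduced the calls on day 3, and on day 7 with the larger of the assumed values. With an assumed biological coefficient of variation of 0.2 in edgeR's exact test, adjusted over all genes, 1 of the cytokine genes was higher on day 3 and 7 were higher on day 7. With a coefficient of 0.4, 0 were higher on day 3 and 5 on day 7.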

Previous studies revealed that MSCs can induce monocytes/macrophages to secrete OSM, and OSM from activated macrophages could promote osteoblastic differentiation and mineralization of human muscle-derived stromal cells surrounding neurogenic heterotopic ossification (Nicolaidou et al., 2012; Torossian et al., 2017). Our results verified that hucMSC-ECM can also upregulate the expression of OSM from macrophages and improve bone formation of the *DBM-ECM* scaffolds attached to the femur with an improved heterotopic ossification model (Figures 3, 5, 7). In addition, BMP2 levels had been reported to increase in the medium of cocultured M2 macrophages and MSCs (Ekstrom et al., 2013). This study also achieved similar results that hucMSC-ECM could also upregulate macrophage-derived BMP2 expression. Furthermore, the *DBM-ECM* scaffolds enhanced FGF2 and TGFβ3 expression in addition to BMP2 (Figure 5). This result is consistent with observation of Chen et al. in which β-tricalcium phosphate increased the mRNA levels of BMP2, VEGF and TGFβ3 in macrophages (Chen et al., 2014, 2015). The difference is that *DBM-ECM* scaffolds can’t upregulate VEGF level of macrophages. It’s worth noting that *DBM-ECM* upregulated FGF2 mRNA and protein expression levels, which has rarely been observed in previous studies. Lastly, the conditioned media derived from macrophages induced by the *DBM-ECM* (Mφ + ECM-CM group) improved osteogenic differentiation and mineralization level of hBMSCs compared to ECM-CM group and Mφ-CM group (Figure 4). Importantly, Mφ + ECM-CM upregulated the mRNA levels of OCN and OSX in hBMSCs except for OPN (Figure 4C). OCN and OSX are the key molecules indicating osteogenic differentiation, while OPN is thought to enhance bone resorption by anchoring osteoclasts to bone matrix (Fukuda et al., 2018; Si et al., 2020; Sun et al., 2020). These results suggested that *DBM-ECM in vitro* could promote osteogenesis of BMSCs in a macrophage-mediated manner.

In this study, an improved heterotopic ossification model of SCID mice with clodronate liposomes or not was used to estimate the role of macrophages on bone formation of the *DBM-ECM* scaffolds. SCID mouse has no functional T and B cells, but has functional macrophages, which is usually used to build the model with engraftment human organ or cell to avoid rejection caused by human derived proteins in normal mice (Barry et al., 1991; Ronchese and Hausmann, 1993; Andoh et al., 2003). In this study, SCID mice were suitable for DBM scaffolds modified by human umbilical cord mesenchymal stem cells derived ECM (the *DBM-ECM*). Clodronate liposomes are usually used to deplete macrophages *in vivo*, and SCID mice with clodronate liposomes were used for estimating the role of macrophages on bone formation of the *DBM-ECM* (Beatty et al., 2015; Han et al., 2019; Michalski et al., 2019). In addition, heterotopic ossification (HO) model is suitable for estimating osteoinductive effect of scaffolds *in vivo*, which consists of ectopic bone formation within soft tissues following surgery or trauma (Shimono et al., 2011). Muscle pouch model is usually as a HO model and used to estimate ectopic bone-formation of scaffolds with or without medicine (Dong et al., 2021). In this study, an improved heterotopic ossification model was a unilateral femoral eccentric femoral defect model with the destruction of cortical bone and overflow of bone marrow, which brought much more macrophages from bone marrow compared to the muscle pouch model (Figure 3A). This improved heterotopic ossification model can much better reflect the role of macrophages on bone formation.

This improved heterotopic ossification model introduced a new understanding of the mechanism of MSC-induced bone formation. The earlier hypothesis was that exogenous MSCs differentiated into osteoblasts and then formed bone tissue *in vivo* (Kuznetsov et al., 1997). With the increasing evidences that massive exogenous MSCs would be dead in the early postimplantation period, the role of exogenous MSCs is recruiting endogenous stem cells to participate in bone regeneration (Caplan and Correa, 2011; Vanden, 2014). In this study, the comparison of normal and macrophage-depleted mice revealed by micro CT images that the indexes for new bone in DBM scaffolds were not significantly different, while the indexes of the *DBM-ECM* scaffolds implanted in macrophage-depleted mice were heavily decreased, suggesting that macrophages are required for bone formation induced by hucMSC-ECM (Figure 3). As hucMSC-ECM was similar to intact cells, and it is logical to assume that bone formation enhanced by exogenous hucMSCs might depend on the regulation of macrophages, similar to hucMSC-ECM. This new understanding of this mechanism is different from previous hypotheses and emphasizes that exogenous MSCs promote bone regeneration in a macrophage-mediated manner.

The results of this study furtherly confirmed the positive role of the MIF/CD74 signaling pathway in bone formation. Previously, MIF was regarded as a pleiotropic inflammatory cytokine involved in exaggerated inflammation and immunopathology (Farr et al., 2020). Recently, it has become appreciated that the MIF signaling pathway protects against injury and promotes repair in many tissues, including the intestine, lung, neurologic system, heart, kidney, liver, skin and hair (Farr et al., 2020; Oh et al., 2020). However, the role of MIF in bone disease healing is controversial. Shin Onodera et al. demonstrated that transgenic mice overexpressing MIF exhibit osteoporosis, and some studies have also revealed that MIF induced osteoclastogenesis in arthritic mice (Onodera et al., 2006; Gu et al., 2015). Additionally, the MIF inhibitor 4-IPP reverses osteoclast formation (Zheng et al., 2019). On the other hand, MIF-deficient mice exhibited impaired fracture healing (Kobayashi et al., 2011). In addition, mice with deletion of CD74 (the receptor of MIF) exhibited enhanced osteoclastogenesis and decreased bone mass (Mun et al., 2013). The latest studies revealed that MIF plays a protective role in osteoarthritis (Liu et al., 2021). It has even been documented that MIF induces TNF production in monocytes, activates β-catenin in osteoblasts and promotes the mineralization of osteoblasts, indicating that the MIF/CD74 axis is linked to inflammation and new bone formation seen in ankylosing spondylitis (Ranganathan et al., 2017). In this study, hucMSC-ECM enhanced the expression of osteoinductive cytokines (FGF2, TGFβ3, OSM and BMP2) in macrophages and improved osteogenic differentiation of BMSCs (Figures 4, 5). MIF abundantly deposited on the *DBM-ECM* was derived from hucMSC-ECM, and this finding was consistent with that in Hyun Ah Oh et al.’s study, which showed that the content of MIF was the highest out of 57 growth factors in the conditioned medium of human umbilical cord blood-derived MSCs (Figures 2D,E; Oh et al., 2020). Furthermore, the Western blot results demonstrated that hucMSC-ECM with mif knockdown decreased the expression of osteoinductive cytokines (FGF2, TGFβ3 and OSM, not BMP2) in macrophages (Figure 6C). The downregulation of cytokine levels resulted in the decreases in calcium deposition and the mRNA expression of osteogenic genes in BMSCs (Figures 7A,B). Furthermore, the implanted *shmif* scaffolds *in vivo* achieved a small bone mass, which was significantly smaller than that of *shCtrl* scaffolds (Figure 7C). Many fragments of the *shmif* scaffolds were not replaced by new bone tissue, whereas new tissue and endochondral ossification was observed with *shCtrl* scaffolds (Figure 7D). These results revealed that MIF deposited in the *DBM-ECM* plays an important role in upregulating the osteoinductive cytokine expression level in macrophages, thus improving bone formation.

In addition, CD74 is a known MIF receptor, and CD44 is a coreceptor (Farr et al., 2020). The MIF/CD74 signaling pathway induces tissue repair by triggering the activation of AMP-activated protein kinase (AMPK) and the PI3K-Akt signal transduction cascade (Subbannayya et al., 2016; Farr et al., 2020). In this study, western blot results showed that *DBM-ECM* upregulated the levels of CD74 and CD44, the phosphorylation of P38 and the dephosphorylation of c-jun, while the knockdown of *mif* downregulated the expression of CD74/CD44 and p-P38 and did not affect the MAPK-c-jun or MAPK-ERK pathway. These results suggested that MIF in the *DBM-ECM* activated the CD74/CD44-P38 signal cascade (Figures 6A,C, 8).

**FIGURE 8:**
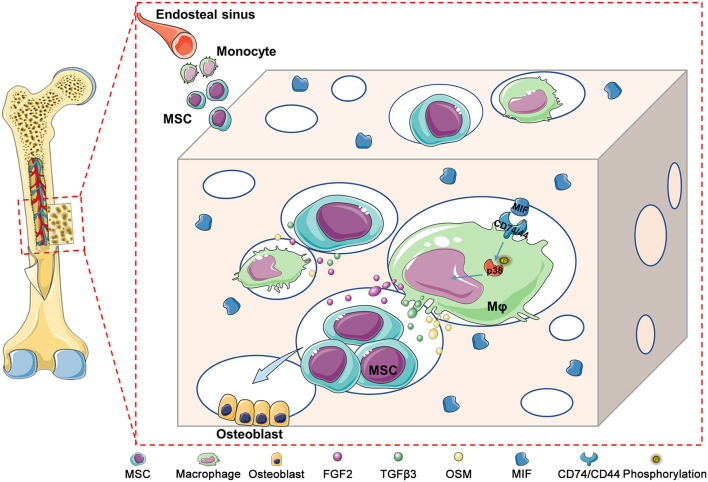
Schematic diagram illustrating the underlying mechanism of macrophage-mediated bone formation in DBM modified by hucMSC-ECM. Briefly, *DBM-ECM*-induced bone regeneration depends on the osteogenic niche constructed by macrophage-derived paracrine molecules. MIF highly deposited in the *DBM-ECM* scaffolds activates CD74/CD44 expression in macrophages, subsequently enhances the phosphorylation of P38 and finally upregulates the expression of multiple osteoinductive cytokines, including FGF2, TGFβ3 and OSM, in macrophages, which directs the osteogenesis of BMSCs and promotes bone regeneration.

In conclusion, we constructed a macrophage-mediated niche that could guide the osteogenic differentiation of BMSCs and promote bone regeneration. We revealed the underlying mechanism of the MIF signaling cascade in the osteogenesis of BMSCs by an indirect immunomodulatory manner. Overall, the results of this study highlight that the osteoimmunomodulatory niche created by MSC-ECM might hold potential for bone healing.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174477.

## Ethics Statement

The animal study was reviewed and approved by the Animal Management Rule of the Ministry of Public Health, China (documentation 55, 2001).

## Author Contributions

MD, FL, and JX conceived and designed the study. MD completed the experiments, including animal modeling, western blotting, SEM, collected and analyzed the data, and drafted and edited the manuscript. JT completed the experiments, including cell culture, surface modification of DBM, qPCR, and osteogenesis-related assays. QD performed micro CT analysis and results statistics. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Macrophage-Mediated Bone Formation in Scaffolds Modified With MSC-Derived Extracellular Matrix Is Dependent on the Migration Inhibitory Factor Signaling Pathway
**Source:** Front Cell Dev Biol. 2021 Sep 21;9:714011. doi: 10.3389/fcell.2021.714011
**Supplement:** Supplementary file 1

Supplemental Figure 1

DBM scaffolds

EDS images

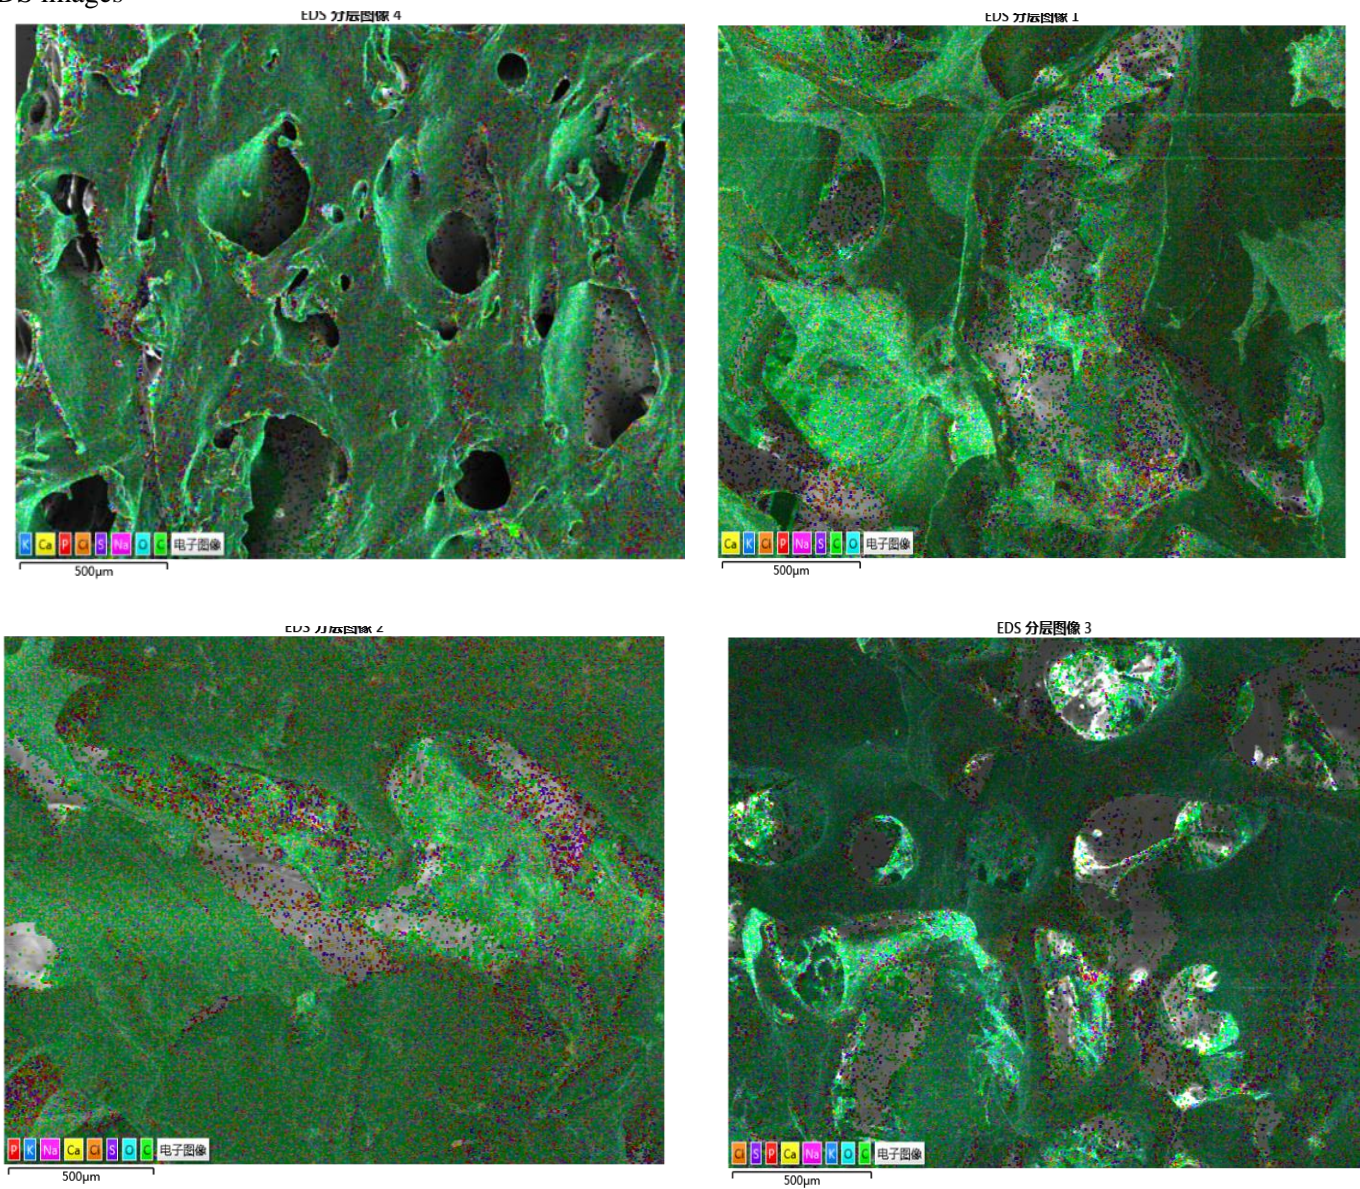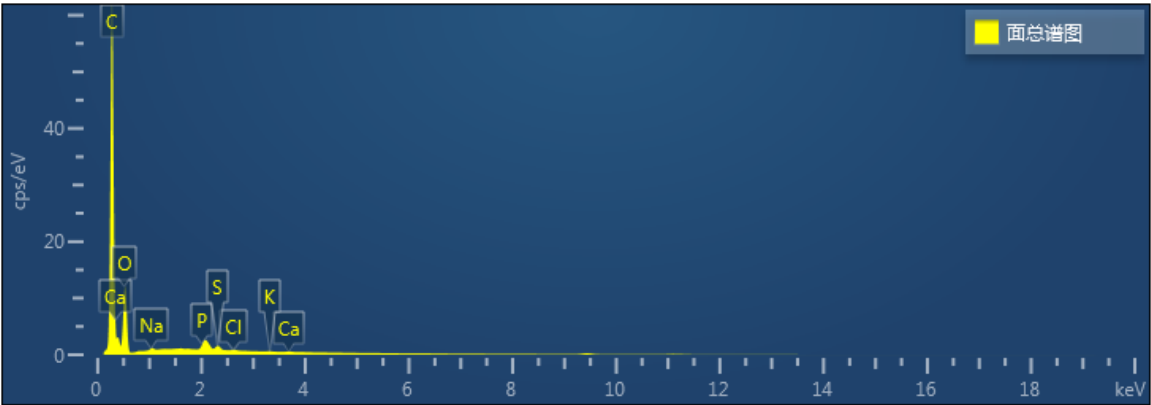

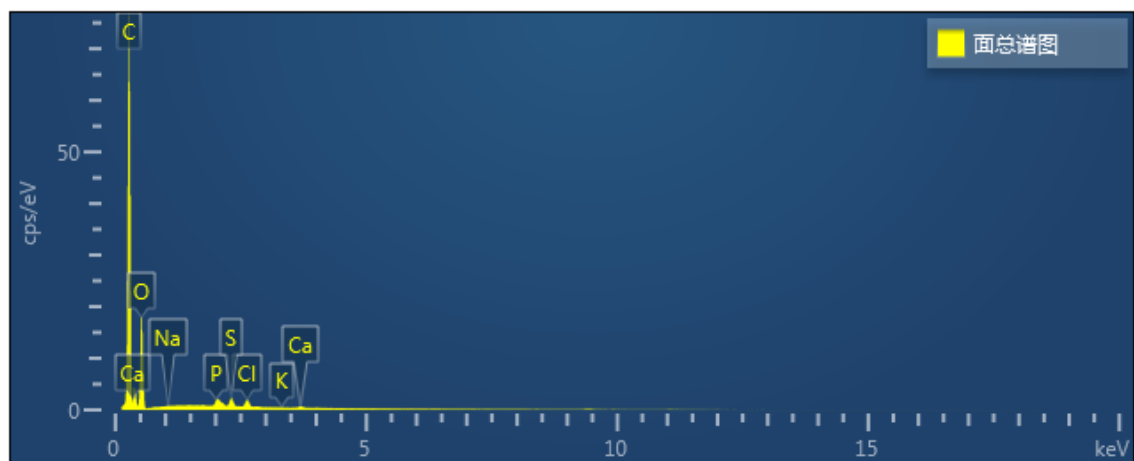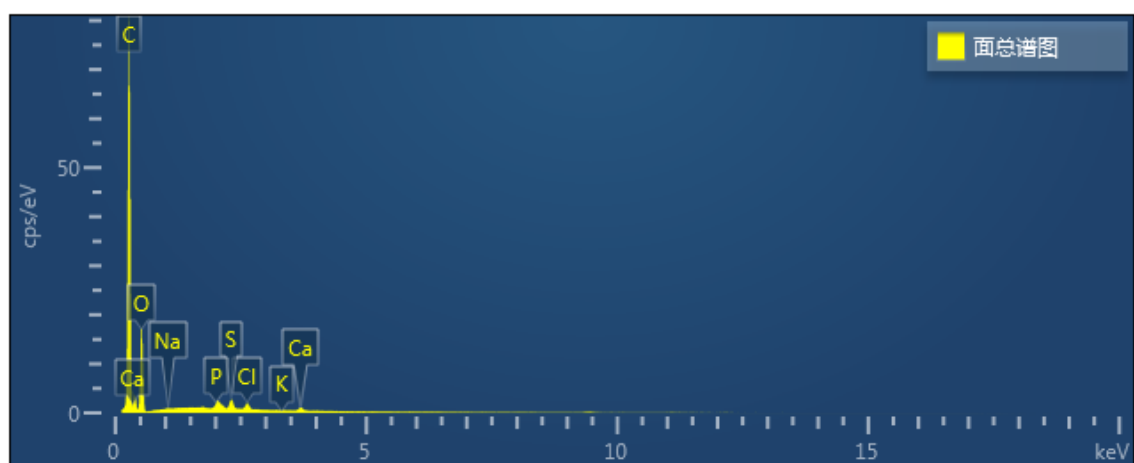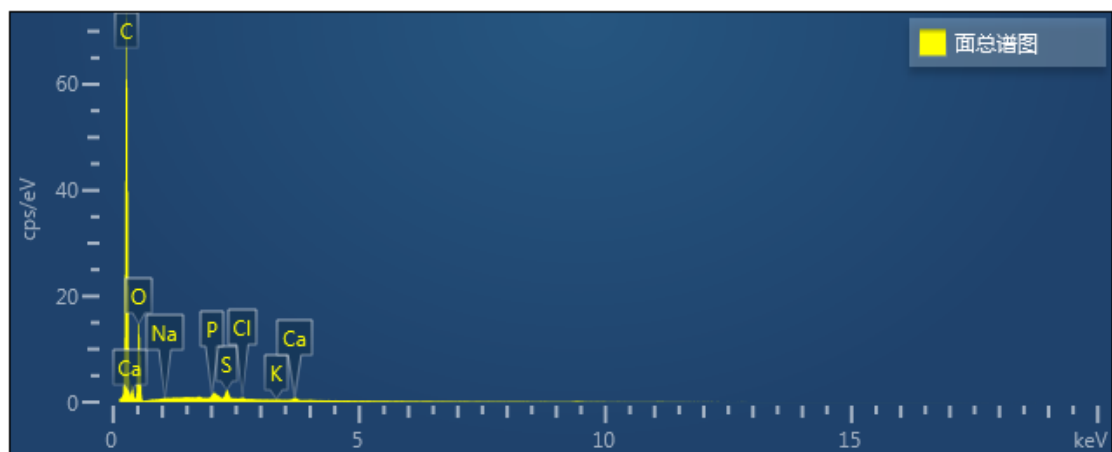

The elemental distribution of scaffolds

| Element | Atomic<br>perce<br>of DBM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM<br>scaffolds<br>(%) |
|---------|-----------------------------------------------|---------|-----------------------------------------------|---------|-----------------------------------------------|---------|-----------------------------------------------|
| C       | 79.32                                         | C       | 78.92                                         | C       | 79.86                                         | C       | 80.16                                         |
| O       | 20.5                                          | O       | 20.78                                         | O       | 19.8                                          | O       | 19.62                                         |
| Na      | 0.07                                          | Na      | 0.01                                          | Na      | 0.02                                          | Na      | 0.01                                          |
| P       | 0                                             | P       | 0.05                                          | P       | 0.05                                          | P       | 0.02                                          |
| S       | 0.07                                          | S       | 0.12                                          | S       | 0.14                                          | S       | 0.13                                          |
| Cl      | 0.02                                          | Cl      | 0.1                                           | Cl      | 0.09                                          | Cl      | 0.02                                          |
| K       | 0.01                                          | K       | 0                                             | K       | 0                                             | K       | 0                                             |
| Ca      | 0.01                                          | Ca      | 0.02                                          | Ca      | 0.05                                          | Ca      | 0.04                                          |
| Total:  | 100                                           | Total:  | 100                                           | Total:  | 100                                           | Total:  | 100                                           |

DBM-ECM scaffolds

EDS images

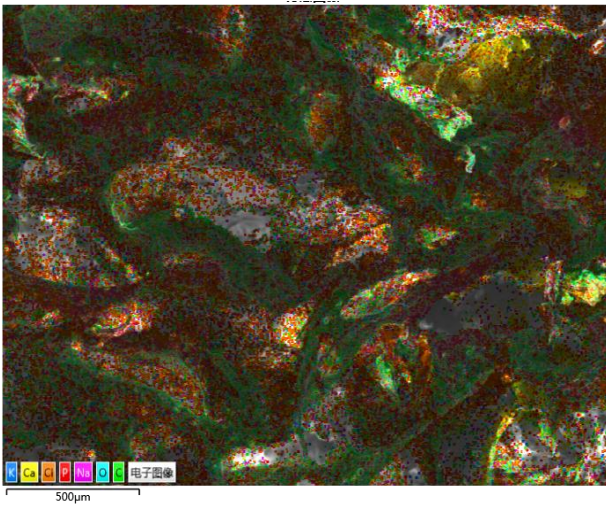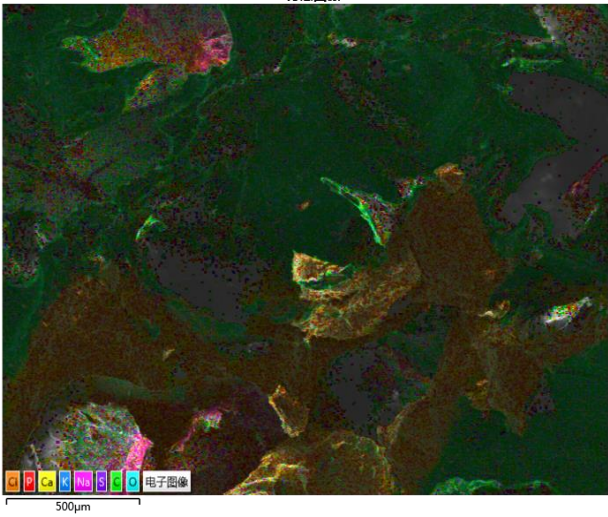

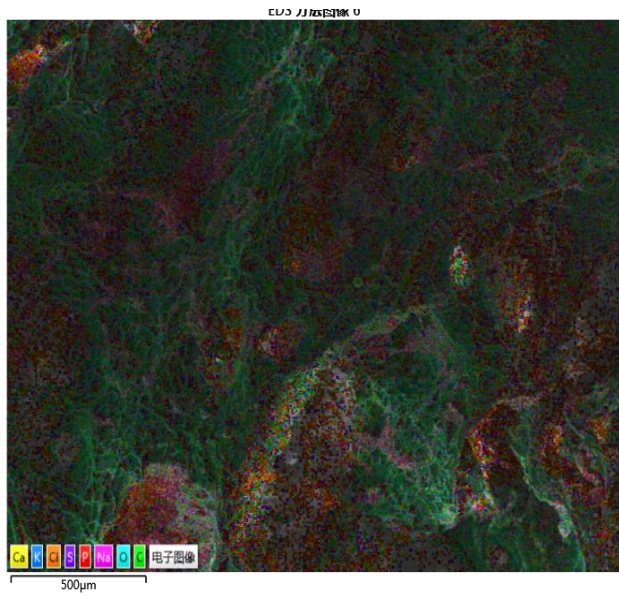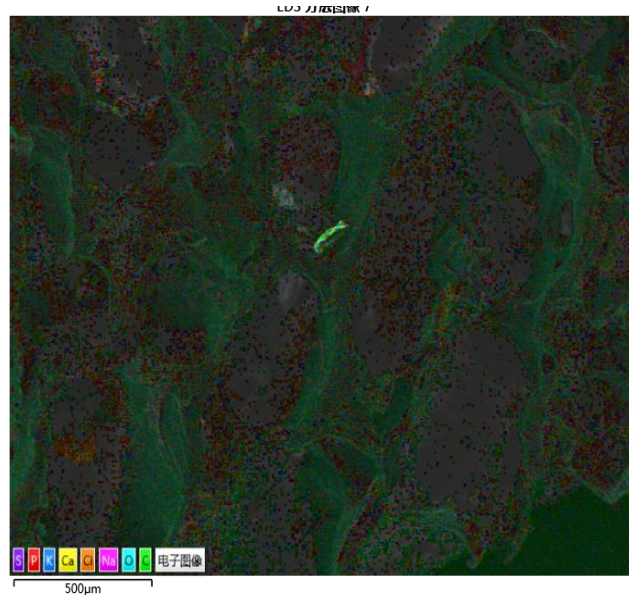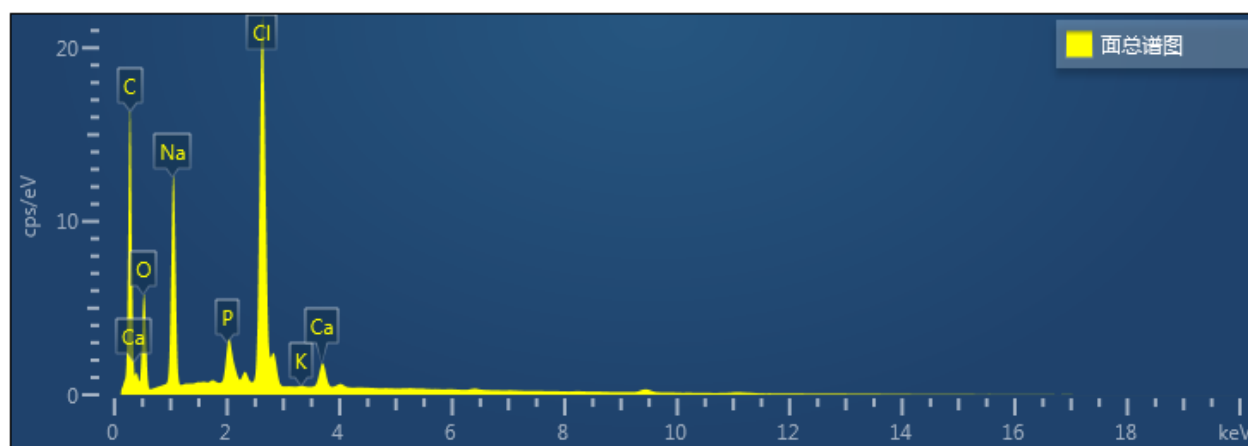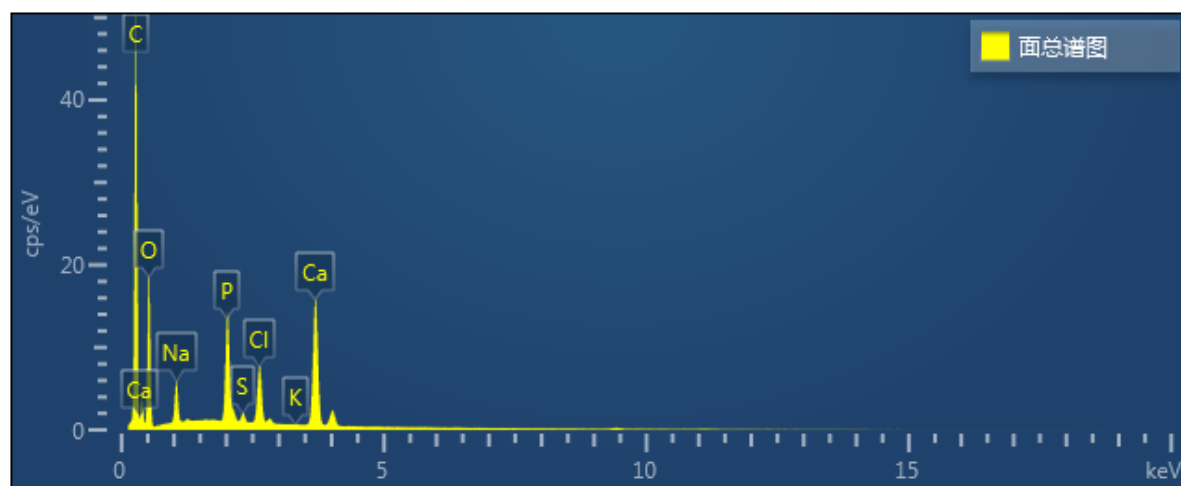

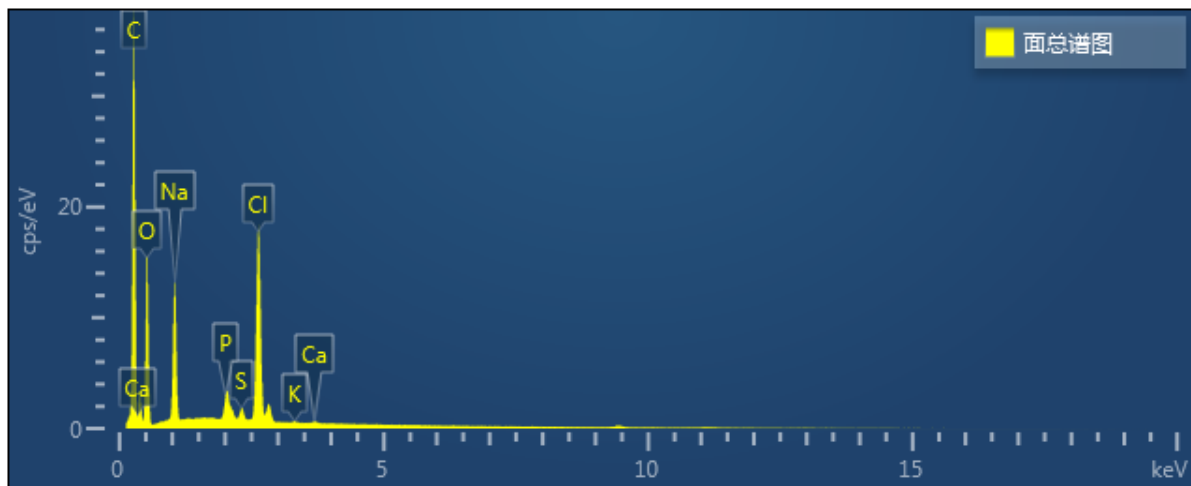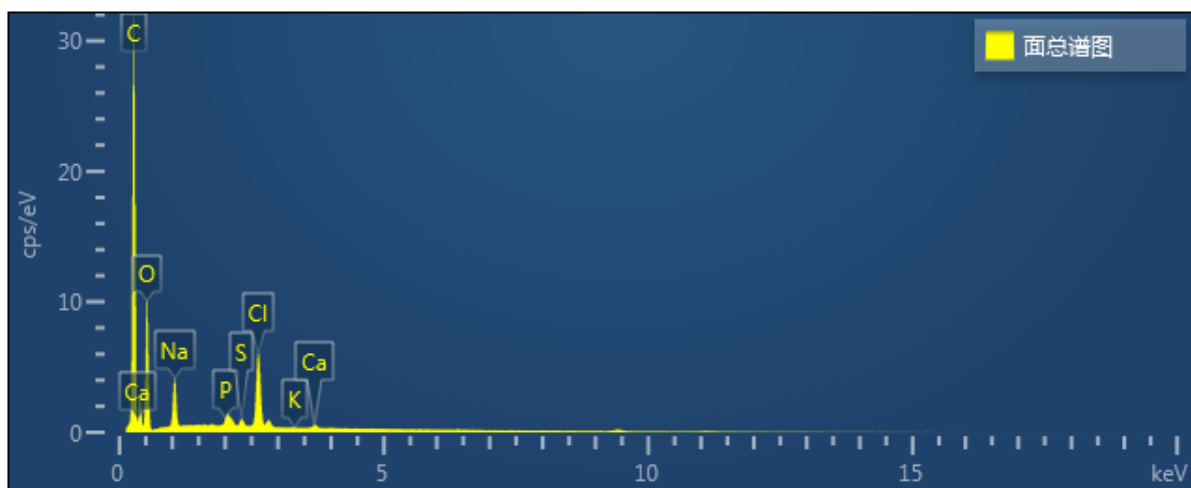

The elemental distribution of scaffolds

| Element | Atomic<br>perce<br>of DBM-<br>ECM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM-<br>ECM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM-<br>ECM<br>scaffolds<br>(%) | Element | Atomic<br>perce<br>of DBM-<br>ECM<br>scaffolds<br>(%) |
|---------|-------------------------------------------------------|---------|-------------------------------------------------------|---------|-------------------------------------------------------|---------|-------------------------------------------------------|
| C       | 79.33                                                 | C       | 75.07                                                 | C       | 76.76                                                 | C       | 77.77                                                 |
| O       | 14.2                                                  | O       | 21.36                                                 | O       | 19.61                                                 | O       | 20.4                                                  |
| Na      | 3.03                                                  | Na      | 0.73                                                  | Na      | 1.95                                                  | Na      | 0.93                                                  |
| P       | 0.21                                                  | P       | 0.82                                                  | P       | 0.13                                                  | P       | 0.04                                                  |
| S       | 0                                                     | S       | 0.08                                                  | S       | 0.09                                                  | S       | 0.07                                                  |
| Cl      | 2.96                                                  | Cl      | 0.52                                                  | Cl      | 1.42                                                  | Cl      | 0.75                                                  |
| K       | 0.01                                                  | K       | 0                                                     | K       | 0.01                                                  | K       | 0                                                     |
| Ca      | 0.26                                                  | Ca      | 1.41                                                  | Ca      | 0.02                                                  | Ca      | 0.04                                                  |
| Total:  | 100                                                   | Total:  | 100                                                   | Total:  | 100                                                   | Total:  | 100                                                   |

The paired T-tests was used for the analysis for difference for each element between DBM and DBM-ECM groups. 

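Energy dispersive spectroscopy gives the share of atoms of each element in percent, and the supplement lists 4 measurements for each scaffold type. Carbon was 79.6% ± 0.553 (SD, n = 4) on DBM and 77.2% ± 1.79 (SD, n = 4) on DBM-ECM, and oxygen was 20.2% ± 0.554 and 18.9% ± 3.21. Sodium was 0.0275% ± 0.0287 on DBM and 1.66% ± 1.06 on DBM-ECM, and chlorine was 0.0575% ± 0.0435 and 1.41% ± 1.10. Phosphorus was 0.0300% ± 0.0245 and 0.300% ± 0.354, and calcium was 0.0300% ± 0.0183 and 0.432% ± 0.661. Sodium, chlorine and phosphorus were higher on DBM-ECM in all 4 pairs as the supplement orders them, and sulfur, 0.115% ± 0.0311 on DBM and 0.0600% ± 0.0408 on DBM-ECM, was higher in 0. Potassium was 0.00250% ± 0.00500 and 0.00500% ± 0.00577, near the last digit the supplement gives. In a two-sided exact paired permutation test, p was 0.13 for sodium, chlorine, phosphorus and sulfur, the smallest that 4 pairs allow, 0.25 for carbon, 0.5 for calcium, 0.875 for oxygen and 1 for potassium. In a two-sided exact unpaired permutation test, p was 0.0286 for sodium and chlorine, the smallest that 4 measurements against 4 allow, and 0.0857 or more for the other elements, with no adjustment over the 8 elements in either test.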

The P values for distribution of C, O, Na, P, S, Cl, K and Ca in DBM and DBM-ECM scaffolds were 0.0466, 0.04584, 0.0218, 0.1744, 0.0447, 0.0496, 0.2070 and 0.2712.

# Supplementary material for: Macrophage-Mediated Bone Formation in Scaffolds Modified With MSC-Derived Extracellular Matrix Is Dependent on the Migration Inhibitory Factor Signaling Pathway
**Source:** Front Cell Dev Biol. 2021 Sep 21;9:714011. doi: 10.3389/fcell.2021.714011
**Supplement:** Supplementary file 2

Supplemental Table 1 Gene primers for Real time PCR

| Gene | GenBank ID | Sequence | |
| --- | --- | --- | --- |
| TGFβ3 | NM_001511.4 | Forward | GCAAAGTTGTGAAAACAAGAGC |
|  |  | Reverse | ATCCCAGGTTCCTGTCTTTATG |
| BMP1 | NM_001199.4 | Forward | GGGTCATCCCCTTTGTCATTG |
|  |  | Reverse | GCAAGGTCGATAGGTGAACACA |
| BMP2 | NM_001183647.3 | Forward | GACGTTGGTCAACTCTGTTAAC |
|  |  | Reverse | GTCAAGGTACAGCATCGAGATA |
| BMP6 | NM_001718.6 | Forward | AGCGACACCACAAAGAGTTCA |
|  |  | Reverse | GCTGATGCTCCTGTAAGACTTGA |
| WNT5α | NM_001306129.1 | Forward | AATAGATGCAACGATCAGGACA |
|  |  | Reverse | GCAGGTTTCCTCGATTATCCTT |
| WNT7β | NM_058238.3 | Forward | CACAGAAACTTTCGCAAGTGG |
|  |  | Reverse | GTACTGGCACTCGTTGATGC |
| OSM | NM_000177.5 | Forward | CTCCTGGACCCCTATATACGTA |
|  |  | Reverse | CTTCTCCAAGTCCTCGATGTTC |
| FGF2 | NM_003373.4 | Forward | CATCAAGCTACAACTTCAAGCA |
|  |  | Reverse | CCGTAACACATTTAGAAGCCAG |
| PTHLH | NM_198965.2 | Forward | AAGGTGGAGACGTACAAAGAGC |
|  |  | Reverse | CAGAGCGAGTTCGCCGTTT |
| IL-6 | NM_000600.5 | Forward | CACTGGTCTTTTGGAGTTTGAG |
|  |  | Reverse | GGACTTTTGTACTCATCTGCAC |
| OCN | NM_199173.6 | Forward | GAAGTTTCGCAGACCTGACAT |
|  |  | Reverse | GTATGCACCATTCAACTCCTCG |
| OSX | NM_001173467.3 | Forward | GCGGCAAGGTGTATGGCAAGG |
|  |  | Reverse | GCAGAGCAGGCAGGTGAACTTC |
| OPN | NM_000582.3 | Forward | GAAGTTTCGCAGACCTGACAT |
|  |  | Reverse | GTATGCACCATTCAACTCCTCG |
| GAPDH | NM_001289746.1 | Forward | CCAGCAAGAGCACAAGAGGAAGAG |
|  |  | Reverse | GGTCTACATGGCAACTGTGAGGAG |

Supplemental Figure 1

DBM scaffolds

EDS images

| 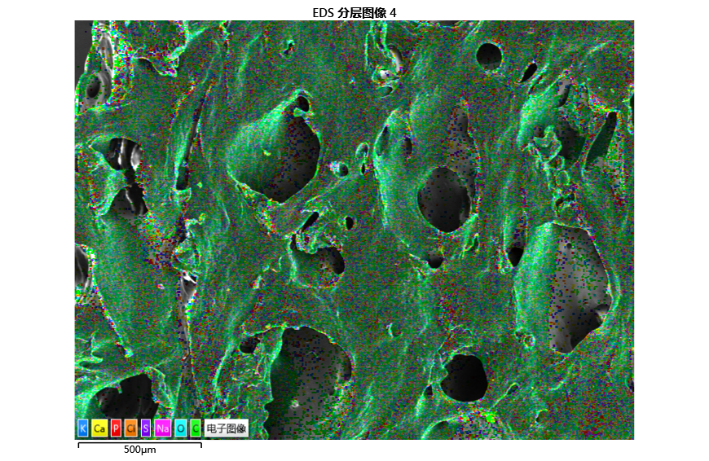 | 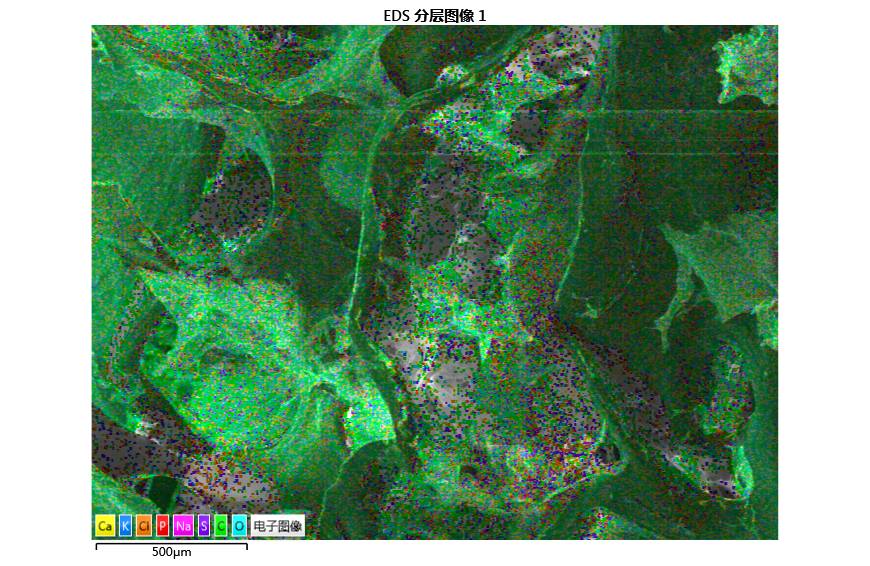 |
| --- | --- |
| 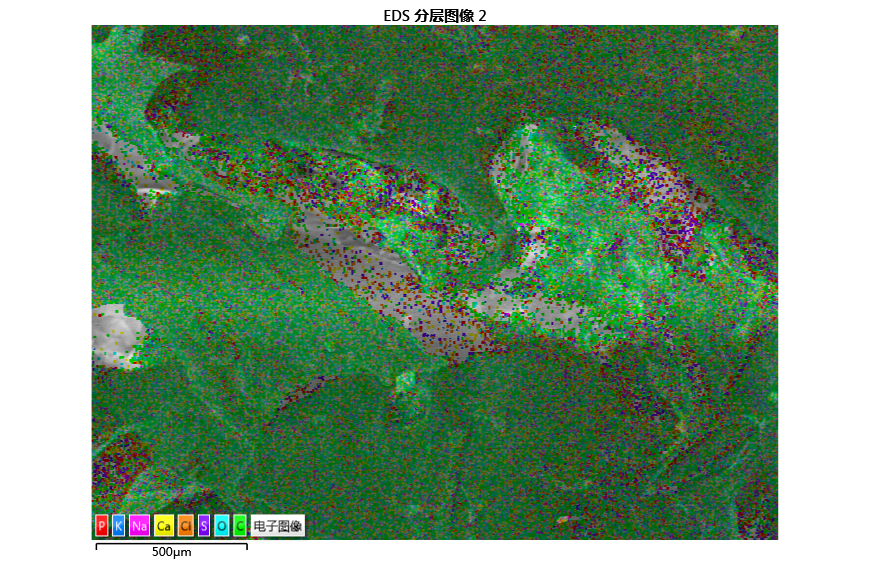 | 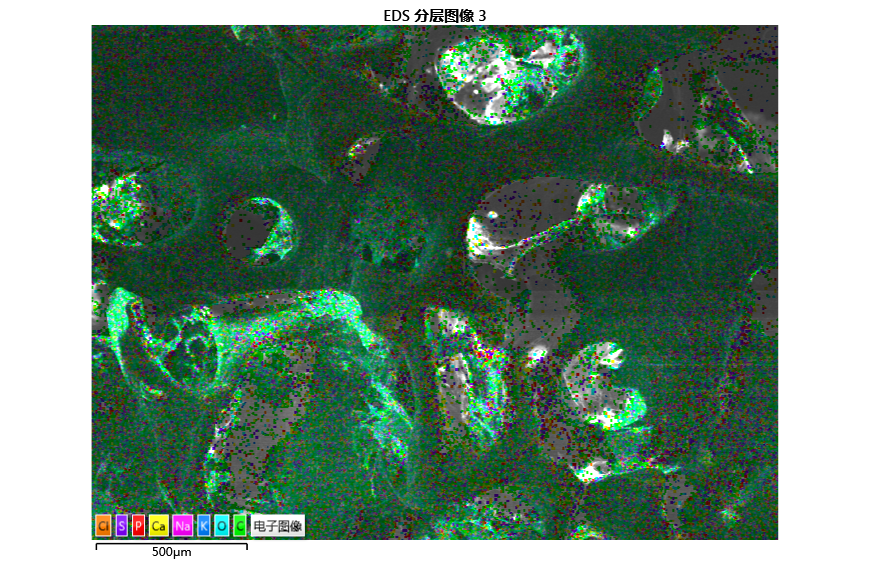 |

| 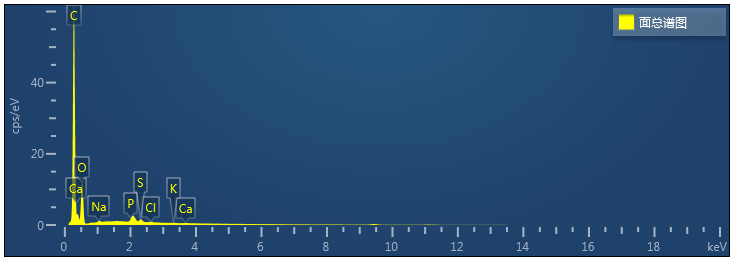 |
| --- |
| 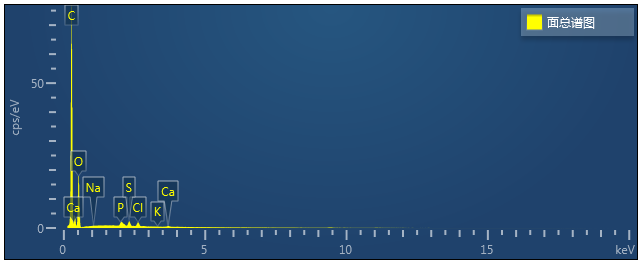 |
| 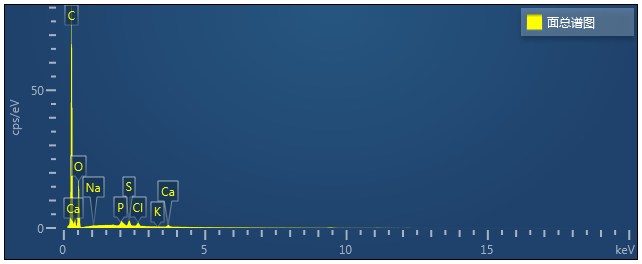 |
| 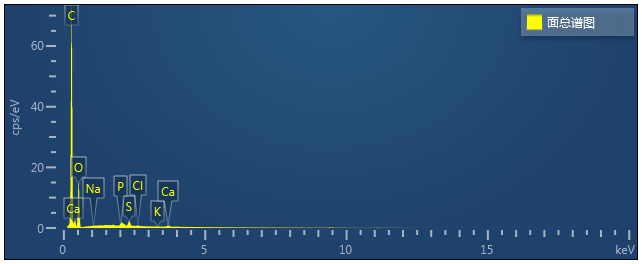 |

The elemental distribution of scaffolds

| Element | Atomic perce of DBM scaffolds (%) | Element | Atomic perce of DBM scaffolds (%) | Element | Atomic perce of DBM scaffolds (%) | Element | Atomic perce of DBM scaffolds (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C | 79.32 | C | 78.92 | C | 79.86 | C | 80.16 |
| O | 20.5 | O | 20.78 | O | 19.8 | O | 19.62 |
| Na | 0.07 | Na | 0.01 | Na | 0.02 | Na | 0.01 |
| P | 0 | P | 0.05 | P | 0.05 | P | 0.02 |
| S | 0.07 | S | 0.12 | S | 0.14 | S | 0.13 |
| Cl | 0.02 | Cl | 0.1 | Cl | 0.09 | Cl | 0.02 |
| K | 0.01 | K | 0 | K | 0 | K | 0 |
| Ca | 0.01 | Ca | 0.02 | Ca | 0.05 | Ca | 0.04 |
| Total: | 100 | Total: | 100 | Total: | 100 | Total: | 100 |

DBM-ECM scaffolds

EDS images

| 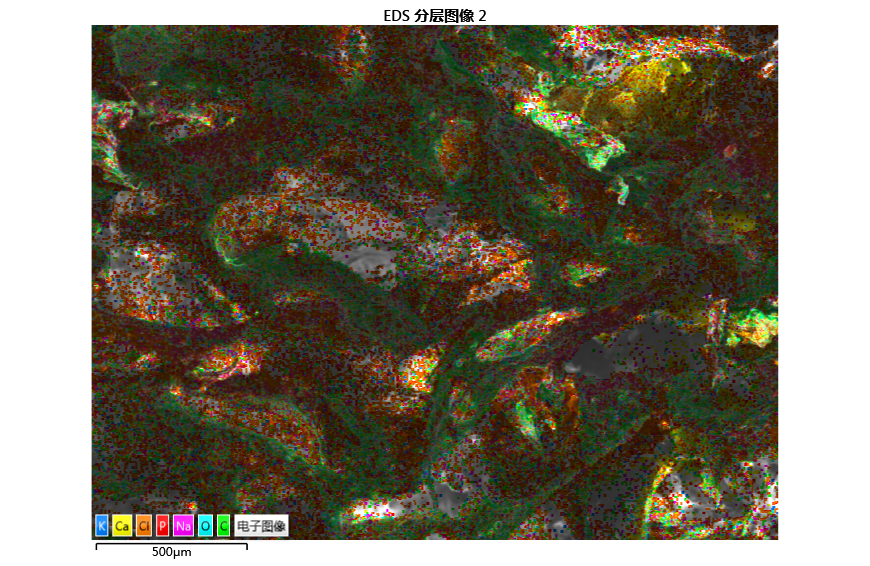 | 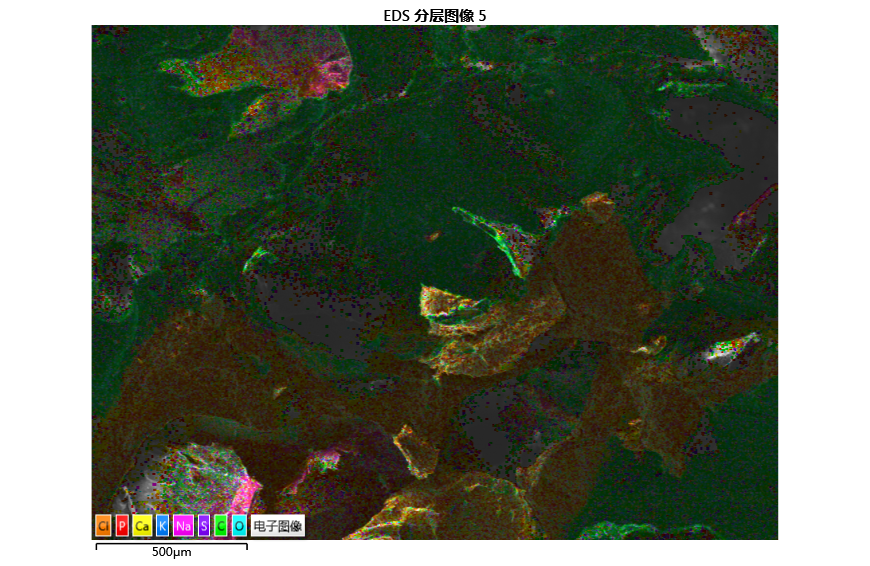 |
| --- | --- |
| 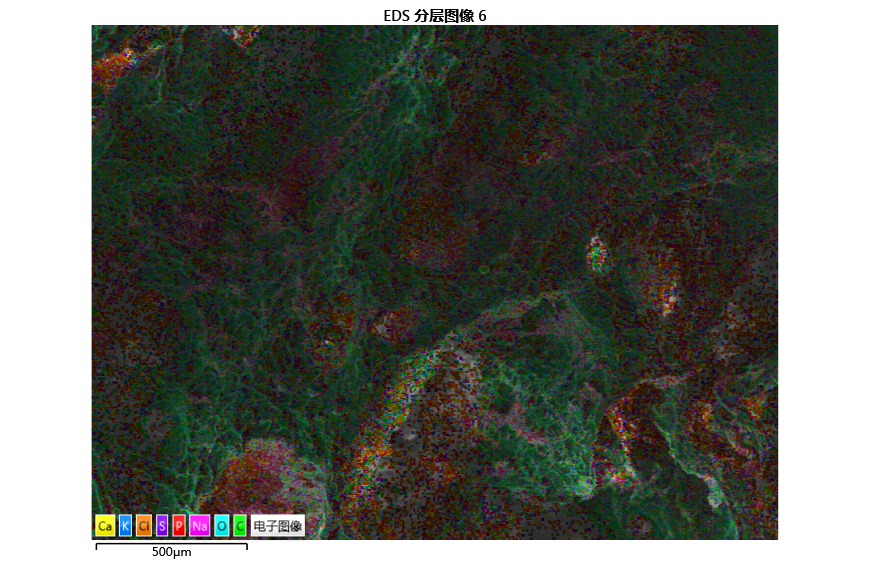 | 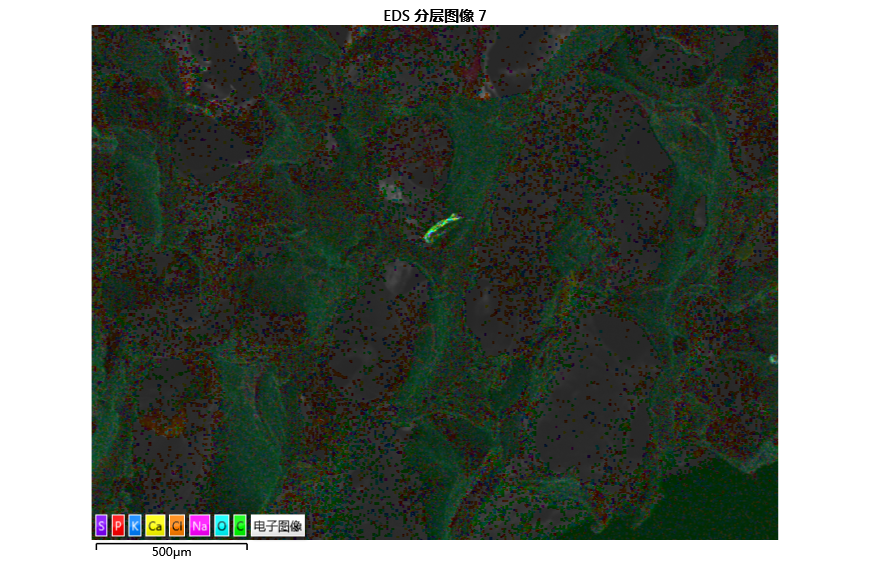 |

| 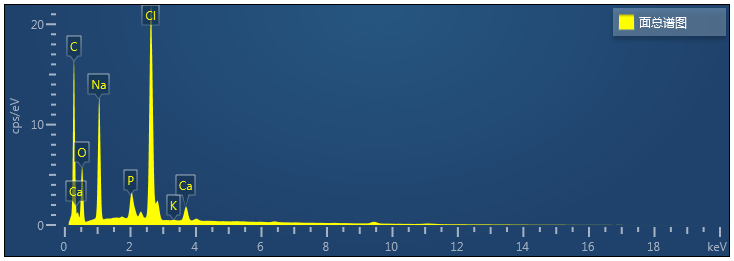 |
| --- |
| 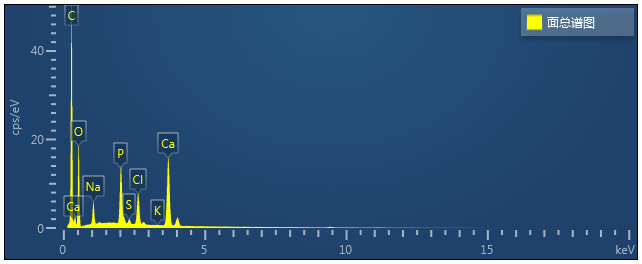 |
| 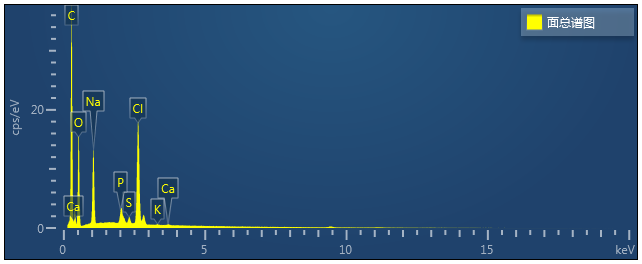 |
| 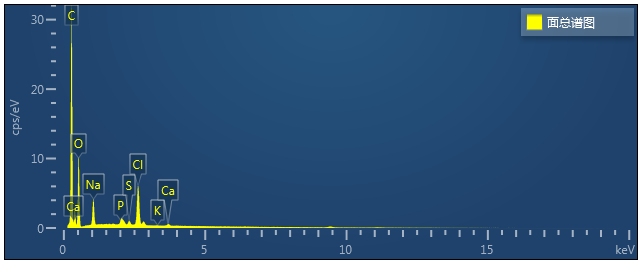 |

The elemental distribution of scaffolds

| Element | Atomic perce of DBM-ECM scaffolds (%) | Element | Atomic perce of DBM-ECM scaffolds (%) | Element | Atomic perce of DBM-ECM scaffolds (%) | Element | Atomic perce of DBM-ECM scaffolds (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C | 79.33 | C | 75.07 | C | 76.76 | C | 77.77 |
| O | 14.2 | O | 21.36 | O | 19.61 | O | 20.4 |
| Na | 3.03 | Na | 0.73 | Na | 1.95 | Na | 0.93 |
| P | 0.21 | P | 0.82 | P | 0.13 | P | 0.04 |
| S | 0 | S | 0.08 | S | 0.09 | S | 0.07 |
| Cl | 2.96 | Cl | 0.52 | Cl | 1.42 | Cl | 0.75 |
| K | 0.01 | K | 0 | K | 0.01 | K | 0 |
| Ca | 0.26 | Ca | 1.41 | Ca | 0.02 | Ca | 0.04 |
| Total: | 100 | Total: | 100 | Total: | 100 | Total: | 100 |

The paired T-tests was used for the analysis for difference for each element between DBM and DBM-ECM groups. The P values for distribution of C, O, Na, P, S, Cl, K and Ca in DBM and DBM-ECM scaffolds were 0.0466, 04584, 0.0218, 0.1744, 0.0447, 0.0496, 0.2070 and 0.2712.

How the deposited data were processed for this re-analysis (not part of the article)

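RNA was sequenced from THP-1 macrophages cocultured with DBM or DBM-ECM scaffolds for 3 or 7 days, with 1 library per scaffold and day and 4 libraries in all. The authors deposited a single table of read counts of 51136 genes, as whole numbers without normalization. The text of the paper names neither the aligner nor the counting tool, genome build or annotation, and states no use of strand, so reads of overlapping genes and of near-identical copies are uncertain. Each column of the table was assigned to its library by its name. Total counts lay between 15436180 and 23543792 reads. The atomic percent of 8 elements in 4 measurements per scaffold type comes from the supplement, where the authors list it, and was used as printed.

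Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 in Python 3.11.15. Genes with at least 10 counts in at least 1 library were kept, TMM factors were computed over the 4 libraries, and log2 fold changes were taken from CPM with a prior count of 2. With no replicates, the spread between cultures within a day could not be estimated, so genes changed by at least 2-fold were counted, and p-values between the scaffolds within a day come only from an assumed spread. The edgeR quasi-likelihood fit over all libraries had the day as a covariate, 1 residual degree of freedom and a common biological coefficient of variation of 0.493. The reads of single genes were compared by the two-sided exact binomial test, with Benjamini-Hochberg adjustment over the 37 named genes (36 on day 7, where IL6 had no reads) and over all genes kept. Intervals and the floor of 3 counts cover counting error only. Gene lists were described by the percentile of their median among 10000 random lists matched on mean expression in 20 bins.

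The named genes are the 20 genes of Figure 5A, BMP2 and OSM, CD74, CD44, MIF and VEGFA, GAPDH, and the 5 genes higher and 5 genes lower on DBM-ECM with the largest change on both days. The last were ranked by the smaller absolute log2 fold change among genes changed the same way by at least 2-fold on both days, with at least 100 counts in at least 1 library. Panels of mesenchymal, macrophage, inflammatory, alternative activation, hypoxia and proliferation genes were written down in advance. The elements were compared by a two-sided exact paired permutation test, after the paired test of the paper, and by an exact unpaired one, and after the data were seen also by paired and unpaired t-tests.

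Alternatives were other scalings (DESeq2 size factors, total count, upper quartile, GAPDH alone), prior counts of 0.5 and 5, no filter on low counts or a mean of at least 50 counts, thresholds of 1.5-fold and 4-fold, no day covariate, the DESeq2 Wald test, and edgeR's exact test with assumed coefficients of variation of 0.2 and 0.4. A correction for GC content, a running median over 50 bins of genes within each day, was added after the data were seen. It covered the 13327 genes matched to GENCODE release 29 (GRCh38), from which overlaps, GC content, transcript length and primer positions were also taken.

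The steps were tested on simulated data. Of 200 genes changed 4-fold among 17251 genes, 100% were called by the quasi-likelihood fit, along with 11 of 17051 unchanged genes, at an assumed coefficient of variation of 0.1. The simulated genes changed alike on both days, whereas the fit of the real libraries had a common coefficient of 0.493. The simulation therefore checks the steps and does not show how many real changes that fit could find. A simulated GC trend over 13327 genes had a Spearman's rho of -0.663 before the correction and -0.00149 after it. EB-seq, the gene ontology and pathway terms, the qPCR, western blot, histology, micro-CT and proteomic data were not analysed here.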

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

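All tests of explanations in this part were chosen only after the results were seen.

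Between the days, 377 genes changed by at least 2-fold in opposite directions, 212 of them higher on DBM-ECM on day 3 and lower on day 7 and 165 the reverse, where 301 are expected if the days were unrelated. The difference between the days was not tested gene by gene. Low counts on day 3 may account for part of these genes: 78.5% of them had a mean under 50 counts, against 30.3% of all genes kept. That share was 81.0% among all genes changed by at least 2-fold on day 3, so it is not particular to genes that change direction, and 45 of them had at least 50 counts in a library of day 3.

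The proliferation panel differed between the days, with a median log2 fold change of 0.46 on day 3 and -2.20 on day 7, at percentiles 100 and 0 of matched random lists, and the difference itself was not tested. Over all the scalings, prior counts and the GC-content correction, the median lay between 0.45 and 0.62 on day 3 and between -3.82 and -2.13 on day 7. After the GC-content correction the medians were 0.46 and -2.13, still at percentiles 100 and 0. For this panel, these values argue against the GC content removed by the correction as the source of the pattern. With 1 library per scaffold and day, the pattern cannot be told apart from a difference between cultures that does not come from the scaffold.

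COL1A1, TWIST1 and GAPDH were lower on DBM-ECM on day 3 and higher on day 7 in the reads of the libraries, and whether the days differ was not tested. The log2 fold change was -0.34 and 3.22 for COL1A1, -0.51 and 4.24 for TWIST1, and -0.16 and 1.63 for GAPDH. For COL1A1, the adjusted p of day 3 from the exact binomial test was 0.0440 over the named genes and 0.0899 over all genes kept. With an assumed coefficient of variation of 0.2, the adjusted p of day 3 from edgeR's exact test was 1 for each of these genes. With GAPDH as the only reference, the log2 fold change on day 3 was -0.19 for COL1A1 and -0.35 for TWIST1. With the GC-content correction it was -0.22 for COL1A1, -0.43 for TWIST1 and -0.061 for GAPDH. The value for GAPDH left its interval from counting error, which was -0.176 to -0.135. The annotation lists 62 pseudogenes of GAPDH, with which its reads can be shared. No biological explanation was tested.

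All 13 mitochondrial mRNAs, which the paper does not discuss, were lower in the DBM-ECM library of day 7, with log2 fold changes between -6.24 and -0.62 and a median of -3.45. They took 0.563% of its reads and 3.07% of those of the DBM library of day 7. On day 3, 11 of the 13 mRNAs were higher on DBM-ECM, with a median of 0.17. The median of day 7 lay between -5.08 and -3.36 over the scalings, prior counts and the GC-content correction. Transcript GC content and length do not account for it, since 408 nuclear genes of the same range had a median of 0.24. In the reads, the mRNAs fell against mitochondrial ribosomal RNA. In the DBM-ECM library of day 7, 1.59 mRNA reads were counted per mitochondrial ribosomal RNA read. The ratio was 15.0 on DBM on day 7, and 9.50 and 10.4 on DBM and DBM-ECM on day 3. The paper's text does not state how ribosomal RNA was handled in making the libraries. The ratio can move with that step, so it cannot exclude a loss of mitochondrial RNA altogether. The 7 mRNAs that share least sequence with other transcripts had a median of -3.43, and ND3, which shares 0%, had -3.43, so reads lost to nuclear copies do not account for all of the drop. A part of it is not excluded: the drop was larger with more sharing (Spearman's rho -0.358 over the 13 mRNAs), and ND4 and ND4L, which share 3.54% and 0%, fell least, by -0.62 and -0.89.

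A lower oxygen supply remains a candidate explanation for the mitochondrial mRNAs: the hypoxia and glycolysis panel had a median of 1.93 on day 7, at percentile 100, and 0.30 with GAPDH, a glycolysis gene, as the only reference. A difference in the making or counting of this library remains too. Between the libraries of day 7, 34 genes had at least 200 reads on DBM and at most 5 on DBM-ECM, and 6 the reverse. With a single library the pattern cannot be told apart from such a difference.

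Of 8927 genes with at least 200 reads in both libraries of day 3, 144 had at most 5 reads in both libraries of day 7, a signal in genes that the paper does not discuss, while 6 of 7260 genes did the reverse. Lower depth does not account for it, since the totals give at least 141 reads expected for each. A graded change between the days does not either: 80 of the genes had 0 reads in both libraries of day 7, against 38 genes whose higher count was between 6 and 10. Reads not counted on day 7 remain a candidate explanation. Of the 11 pseudoautosomal genes tested, which the annotation holds on both sex chromosomes, 45.5% were among them, against 1.56% of other genes. Of those with an annotation, 56.0% overlap a gene on the same strand, against 33.9% of other genes. Both features were noticed in these same genes before they were tested on them, so the shares cannot settle it, and the pattern cannot be told apart from reads left uncounted. The comparison of the scaffolds within a day does not rest on this difference between the days.

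In the supplement's measurements of DBM, the highest value of sodium stood apart, with a gap to the next of 0.833 of the whole range, and so did that of potassium, with a gap of 1. Of 16 groups of measurements, 2 had such a value, where 0.8 are expected by chance. For potassium, rounding to 0.01 near the lowest value reported is a candidate explanation, since the values differ by 1 step of 0.01. For sodium the gap is 5 steps of 0.01, of which rounding accounts for at most 1, but within the rounding of the values the gap reaches down to 0.667 of the range, too little to stand apart, so the pattern cannot be told apart from rounding. No biological explanation was tested.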

How the results depend on the processing

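The alternatives were chosen before the data were examined, except the GC-content correction and the t-tests of the elements, which were chosen after the data were seen. The cause of the changes below was not tested.

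The median log2 fold change of the 20 genes of Figure 5A stayed above 0 on both days under the scalings, both prior counts and the GC-content correction, between 0.18 and 0.35 on day 3 and between 1.44 and 3.13 on day 7. Scaling on GAPDH alone moved the median of the genes with a mean of at least 50 counts to 0.15 on day 3 and -1.59 on day 7. Scaling on the total count moved that median to -0.38 on day 7. Genes at least 2-fold higher made up 45.1% of those changed on day 7 with TMM scaling, 30.2% with the total count and 7.91% with GAPDH, and on day 3 50.6% and, with GAPDH, 62.8%. With GAPDH, 1057 genes were higher and 12309 lower on day 7, against 3780 and 4601.

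The counts of changed genes depended on the treatment of low counts. With a prior count of 0.5, 1032 genes were higher on day 3 against 660, and 308 were higher and 416 lower on both days against 171 and 250. With a prior count of 5, 353 were higher and 287 lower on day 3, and 78 higher and 75 lower on both days. With every gene that had any count, 1127 were higher and 1412 lower on day 3. Among genes with a mean of at least 50 counts, 146 were higher and 102 lower on day 3, 2427 and 2579 on day 7, and 47 and 41 on both days. At 1.5-fold, 1660 were higher and 1576 lower on day 3, and 551 and 713 on both days. At 4-fold, the numbers were 78 and 71 on day 3, 1591 and 1893 on day 7, and 11 and 11 on both days. The correlation of the days across genes was 0.00707, -0.0188 among genes with a mean of at least 50 counts, and -0.0121 as Spearman's rho, all near 0.

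The fit with the day as a covariate called 0 genes in either direction, with 432 higher and 203 lower at an unadjusted p under 0.05. With total count scaling it called 8 higher and 9 lower, with every gene that had any count 17 and 9, and with the DESeq2 Wald test 13 and 5. With an assumed coefficient of variation of 0.2, 7 genes were called higher on both days by the exact test per day. That test called 15 genes higher and 6 lower on day 3 and 3381 and 3696 on day 7, and with a coefficient of 0.4, 0 in either direction on day 3 and 957 and 816 on day 7, adjusted over all genes kept. With adjustment over the named genes alone, 27 of them differed in their reads on day 3 by the exact binomial test, 10 with an assumed coefficient of 0.2 and 2 with 0.4, and on day 7 33, 32 and 27. Of those that differed by the exact binomial test, 10 on each day had been picked for large changes in these libraries. With adjustment over all genes kept, 23 of the named genes differed on day 3 and 33 on day 7.

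Some panel medians near 0 changed sign with scalings that shift all genes alike. The mesenchymal panel on day 7, 0.088 with TMM, was -0.30 with the total count and -1.35 with GAPDH, while its percentile among random lists was 70.8, 66.2 and 73.0. The alternative activation panel on day 7, 0.000962 with TMM, was -0.38 with the total count, -0.041 with the upper quartile and -1.54 with GAPDH, at percentiles 40.0, 37.2, 37.6 and 38.1. Relative to other genes these panels hardly moved. After the GC-content correction, the hypoxia and glycolysis panel on day 3 went from 0.035 to -0.036, and the mesenchymal panel on day 3 went from 0.20 to 0.26, past the middle 95% of random lists. Of 73 log2 fold changes of named genes, 46 left their interval with GAPDH, 17 with the total count, 2 with the upper quartile, 1 with DESeq2's size factors, 2 with a prior count of 5, and with the GC-content correction 15 of 69. Past their interval, 4 changed sign with GAPDH: TGFB3 and OSMR on day 3, to 0.058 and 0.12, and CD44 and VEGFA on day 7, to -0.18 and -0.20.

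Of the 8 elements, 0 had a p under 0.05 in the exact paired permutation test, which cannot reach it with 4 pairs, and 2 in the exact unpaired one. The paired t-test gave 1, which was sulfur, and the unpaired t-test 3, which were carbon, sodium and chlorine. IL6 had no reads on day 7 and so has no fold change, and the folds of PTHLH and CSF2 on day 7 are taken against the floor.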

Differences from the paper's values

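The t-tests of the elements were chosen only after the results were seen, and no other test of an explanation is reported in this part.

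Figure 5A shows about 20 genes as higher on DBM-ECM (Fig. 5A, read by eye), and its legend names no day. On day 3, 12 of them were higher here. Of the alternatives set before the data were examined, GAPDH as the only reference gave 17, within 1.5 times of the paper's number, and the others did not come within it. The paper's methods name the decimal logarithm for the heatmap genes, whereas the drawn values were read here as log2. If they are decimal logarithms, the log2 fold changes given below for the paper do not hold. Values read from the figure were compared with an allowance of 0.9 on the log2 scale. Where the gene's interval from counting error was wide enough, a larger allowance set by its width was used instead.

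For day 3, 15 of 20 log2 fold changes differed from those drawn, with the figure read as log2. The paper's log2 fold change was about 3.2 for COL1A1 in Fig. 5A, read by eye, against -0.34 here, about 3.3 for COL10A1 in Fig. 5A, read by eye, against 0.69 here, and about 6.3 for PTHLH in Fig. 5A, read by eye, against -0.15 here. It was about 3.6 for BMP6 in Fig. 5A, read by eye, against 0.36 here, about 2.3 for THRA in Fig. 5A, read by eye, against -0.099 here, and about 2.5 for BMP1 in Fig. 5A, read by eye, against 0.29 here. The figure shows about 3.3 for TWIST1 in Fig. 5A, read by eye, against -0.51 here, about 6 for TGFB3 in Fig. 5A, read by eye, against -0.098 here, and about 2.6 for SNAI1 in Fig. 5A, read by eye, against 0.50 here. For the next genes it was about 4.4 for SNAI2 in Fig. 5A, read by eye, against 0.56 here, about 2 for CEBPB in Fig. 5A, read by eye, against 0.091 here, and about 2.7 for HEY1 in Fig. 5A, read by eye, against -0.49 here. Last, it was about 2.7 for WNT7B in Fig. 5A, read by eye, against 0.10 here, about 2.7 for NPR3 in Fig. 5A, read by eye, against -0.090 here, and about 3.6 for OSMR in Fig. 5A, read by eye, against -0.035 here. None of the alternatives set before the data were examined closed the gap for any of these genes on day 3. Set against the counts of day 7, TWIST1 was the only one of these genes counted as differing, as given next.

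For day 7, 4 of 19 were counted as differing, with the figure again read as log2 and IL6, which had no reads, left out. PTHLH was among the 19 and was not counted as differing, at about 6.3 in Fig. 5A, read by eye, against 5.26 here. Its gap is above 0.9, but its interval from counting error is wide. The paper's log2 fold change was about 1 for PTGS2 in Fig. 5A, read by eye, against 3.99 here, about 0.9 for SOX5 in Fig. 5A, read by eye, against -0.036, and about 1 for WNT5A in Fig. 5A, read by eye, against 4.24, and none of the alternatives set before the data were examined closed these gaps. For TWIST1 it was about 3.3 in Fig. 5A, read by eye, against 4.24 here, 3.84 with total count scaling and 2.62 with GAPDH as the only reference, which both closed the gap, while the others did not. With GAPDH as the only reference, 14 of the 19 genes were counted as differing on day 7, and 16 of 20 on day 3. On day 7, PTHLH and NPR3 were not counted only because of the larger allowance.

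For the elements, the paper's p-value was 0.0466 for carbon, 0.04584 for oxygen as printed, 0.0218 for sodium, 0.0447 for sulfur, 0.0496 for chlorine, 0.207 for potassium and 0.2712 for calcium. The printed value for oxygen is doubtful, as set out below. The exact paired permutation test gave 0.25, 0.875, 0.13, 0.13, 0.13, 1 and 0.5 in the same order. The exact unpaired permutation test, set before the data were examined, closed the gap for sodium, with 0.0286, and for calcium, with 0.286. Against the values as printed, it did not for the other elements. It gave 0.0857 for carbon, 0.657 for oxygen, 0.114 for sulfur, 0.0286 for chlorine, which is under 0.05 like the paper's, and 1 for potassium.

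The paired t-test, which the paper names, gave 0.0684 for carbon, 0.502 for oxygen, 0.0506 for sodium, 0.00340 for sulfur, 0.0946 for chlorine, 0.391 for potassium and 0.316 for calcium, within 1.5 times of the printed value for carbon and calcium and not for the other elements in this list. The unpaired t-test gave 0.0470 for carbon, 0.461 for oxygen, 0.0215 for sodium, 0.0758 for sulfur, 0.0490 for chlorine, 0.537 for potassium and 0.269 for calcium, within 1.5 times of the printed value for carbon, sodium, chlorine and calcium and not for oxygen as printed, sulfur and potassium. The printed value for oxygen is likely a misprint: the supplement gives it in another place without the decimal point, the paper's text does not name oxygen among the elements that differed, and 0.461 is close to the printed digits with the point moved 1 place to the right.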

Other observations

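The tests of GC content, of differences between cultures and of the days drawn in Figure 5A were chosen only after the result was seen, and the other tests in this part were not.

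Of the other genes that the paper took to qPCR, BMP2 had 1586 and 2593 counts on DBM and DBM-ECM on day 3, a log2 fold change of 0.57 (0.48 to 0.66), and 1006 and 498 counts on day 7, a log2 fold change of -0.042 (-0.20 to 0.11). OSM had 38 and 39 counts on day 3 and 21 and 4 counts on day 7, with log2 fold changes of -0.099 (-0.79 to 0.58) and -1.17 (-3.42 to 0.15). Among genes that the paper discusses, the log2 fold change on day 3 and day 7 was -0.22 and -0.16 for CD74, 0.27 and 1.45 for CD44, 0.000103 and 2.69 for MIF, and 0.22 and 1.44 for VEGFA. With GAPDH as the only reference, CD44 and VEGFA lay below 0 on day 7. The paper does not report RNA sequencing values for these genes.

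Of the genes that the primers listed for TGFβ3, WNT5α and OCN match, TGFB2 had log2 fold changes of -0.065 on day 3 and 2.85 on day 7, FN1 of 0.065 and 1.25, and SPP1 of -0.50 and 0.39. The identifiers printed beside 4 of the primer pairs belong to genes other than those named: CXCL1 for TGFβ3, FN1 for WNT5α, GSN for OSM and VCL for FGF2.

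RNA of the hucMSCs left on the scaffold was tested as a source of the higher genes. The median log2 fold change of 16 mesenchymal genes lay at percentile 96.2 of matched random lists on day 3 and 70.8 on day 7, inside the middle 95% on both days. After the GC-content correction, the panel on day 3 lay above the middle 95%.

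The inflammatory panel was higher on DBM-ECM on both days, with medians of 0.44 and 2.33, and the lower of its percentiles was 100. A response of the macrophages to the scaffold remains a candidate explanation. The percentiles restate the increase and cannot test its source. GC content does not account for the increase, since the median on day 3 was 0.36 after the correction. With 1 library per scaffold and day, it cannot be told apart from a difference between cultures that does not come from the scaffold. The macrophage panel had medians of -0.33 and -1.09, at percentiles 0 and 0, and the alternative activation panel had a median of -0.19 on day 3, at percentile 6.41. The paper does not report these panels.

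A crossed split of the libraries, DBM day 3 with DBM-ECM day 7, measures how the difference between the scaffolds changes with the day. It gave 3767 genes with an average difference of at least 2-fold, against 3751 for the scaffold and 8358 for the day. Since the changes of the days are nearly uncorrelated across genes, the first of these numbers had to lie close to the second, and the comparison does not test the scaffold difference.

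On day 3, log2 fold changes over 11055 genes had a Spearman's rho of -0.427 with GC content and 0.302 with transcript length, and on day 7 of 0.0315 and -0.0657. The medians on day 3 were 0.23 in the 10% of genes with the lowest GC content and -0.12 in the 10% with the highest.

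The days drawn in Figure 5A were tested against the deposited counts. The figure was read as log2, although the paper's methods name the decimal logarithm for these genes. Not every gene was nearer to day 7: 15 of the 20 were. The first 5 genes, IL6, FGF2, PTGS2, SOX5 and WNT5A, were nearer to day 3 and the other 15 to day 7. This division was taken from these same values, so its placing of all 20 could not have come out otherwise. The order of the rows is the figure's own. With the figure read as log2, the first 5 genes deviated from the log2 counts of day 3 by 0.20 to 0.50 and of day 7 by 1.97 to 5.45. The other 15 deviated from those of day 7 by 0.21 to 0.92 and of day 3 by 1.21 to 5.43. On this reading, these values argue against a figure drawn from either day throughout. A figure that joins genes of the different days remains a candidate explanation, which a division taken from the same values cannot settle. The mean deviation of the values from the log2 of the depth-scaled counts plus 1 was 0.545 for this division, the lowest that any choice of days per gene allows, 1.91 for day 3 throughout and 1.46 for day 7 throughout. No biological explanation was tested.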
